# BaM-seq and TBaM-seq, highly multiplexed and targeted RNA-seq protocols for rapid, low-cost library generation from bacterial samples

**DOI:** 10.1093/nargab/lqad017

**Published:** 2023-03-03

**Authors:** Grace E Johnson, Darren J Parker, Jean-Benoit Lalanne, Mirae L Parker, Gene-Wei Li

## Abstract

The ability to profile transcriptomes and characterize global gene expression changes has been greatly enabled by the development of RNA sequencing technologies (RNA-seq). However, the process of generating sequencing-compatible cDNA libraries from RNA samples can be time-consuming and expensive, especially for bacterial mRNAs which lack poly(A)-tails that are often used to streamline this process for eukaryotic samples. Compared to the increasing throughput and decreasing cost of sequencing, library preparation has had limited advances. Here, we describe bacterial-multiplexed-seq (BaM-seq), an approach that enables simple barcoding of many bacterial RNA samples that decreases the time and cost of library preparation. We also present targeted-bacterial-multiplexed-seq (TBaM-seq) that allows for differential expression analysis of specific gene panels with over 100-fold enrichment in read coverage. In addition, we introduce the concept of transcriptome redistribution based on TBaM-seq that dramatically reduces the required sequencing depth while still allowing for quantification of both highly and lowly abundant transcripts. These methods accurately measure gene expression changes with high technical reproducibility and agreement with gold standard, lower throughput approaches. Together, use of these library preparation protocols allows for fast, affordable generation of sequencing libraries.

## INTRODUCTION

RNA sequencing (RNA-seq) is a powerful tool for quantitative measurement of the transcriptome and allows for global characterization of gene expression changes that aids in the discovery of novel gene regulatory mechanisms (1–3). However, the process of converting RNA samples into cDNA libraries compatible for sequencing on high throughput platforms is often labor-intensive and expensive (4–8), limiting the number of biological samples that can be analyzed in parallel. Recently, updated library preparation workflows have been developed that allow for early sample barcoding and pooling to streamline this process. However, challenges still remain for processing bacterial samples, as existing protocols largely rely on barcoding via oligo(dT) primers (9, 10) that cannot capture bacterial mRNAs. Alternative protocols suitable for bacterial mRNAs utilize random hexamer priming (11) or introduce additional ligation steps (12), which can lead to potential bias in the recovered libraries (13, 14) and, when ligation is required, increase the final cost per sample.

Further increasing the cost of RNA-seq experiments is the skewed composition of most transcriptomes in which a small number of highly expressed transcripts represent the majority of RNA molecules. In bacterial samples, the top 1% most highly expressed genes account for 30% of all mRNA reads, whereas only 1% of mRNA reads map to the bottom 50% of genes (8). Thus, quantification of more lowly expressed RNAs requires redundant counting of abundant molecules, drastically increasing the total number of reads required to profile a given sample. Approaches now exist to enrich libraries for specific targets, biasing towards genes of interest and decreasing required sequencing depth and cost (5, 15–17). Such enrichment is frequently achieved through capture with hybridization probes (CaptureSeq) (18–21), which is able to accurately quantify the expression of all but the most highly abundant RNAs (22). However, hybridization adds several additional steps to protocols and is typically completed over many days (18).

Here, we describe an alternative to existing multiplexed RNA-seq protocols, bacterial-multiplexed-seq (BaM-seq). BaM-seq rapidly converts RNA into barcoded cDNA in a single tube, enabling early pooling of samples that streamlines downstream processing and increases throughput. Further, we describe a target-enrichment strategy, targeted-bacterial-multiplexed-seq (TBaM-seq), that can be applied to pooled cDNA samples, involving a second-strand synthesis reaction with specific priming for fast and highly customizable target-enrichment. We measure robust target-enrichment for non-rRNA depleted samples, obviating the need for time consuming and costly rRNA removal. Lastly, we demonstrate how TBaM-seq can be used to redistribute reads between transcripts to measure expression changes of both highly and lowly expressed genes with minimal sequencing reads. We find that these methods allow for highly reproducible expression quantification that agrees well with previously established protocols. Our approach uses inexpensive reagents and represents a strategy for cheaper and faster library generation that can be performed in most laboratories.

## MATERIALS AND METHODS

### Strains

*Escherichia coli* MG1655 K12 and *Bacillus subtilis* 168 (*trpC2)* were used as wildtype strains to test reproducibility across barcodes for the multiplex and targeted workflow, respectively (Figures 2A, B and 4A, B). *E. coli* Δ*fis* and Δ*ahcP* strains (Figure 2C), produced as part of the Keio collection (23), were obtained from the Coli Genetic Stock Center (CGSC) at Yale University. *B. subtilis* Δ*rho* strain (Figure 4C), produced by Koo *et al.* (24), was obtained from the *Bacillus* Genetic Stock Center (BGSC) at The Ohio State University. The PspankHY-*lacZ B. subtilis* strain (Figure 4D) was described previously (25). Paired Rend-seq and multiplex RNA-seq was performed on *B. subtilis* strain GLB455, which contains an inducible GFP-RFP fusion at *amyE* (26).

### Cell growth and collection

All cells were grown in LB media. To collect *E. coli* cultures, overnight cultures were started from single colonies, and back-diluted >400-fold into fresh LB. At an OD_600_ = 0.3, 5 ml of cells were mixed with 5-ml ice cold methanol, spun for 10 min, decanted, and stored at –80°C. To collect *B. subtilis* cultures, single colonies were picked into 10 ml LB and grown for 2–3 h. Cultures were back-diluted to an OD_600_ = 0.0002 in 15 ml fresh LB. At an OD_600_ = 0.2, 7 ml of cells were collected into 7-ml ice cold methanol, spun for 10 min at 4°C, decanted, and stored at –80°C. For the paired Rend-seq and multiple RNA-seq experiment (Figure 2D), cultures were collected as for other *B. subtilis* strains, with starter cultures back diluted into LB containing 0% xylose and 0 μM IPTG (sample A), 0.2% xylose and 100 μM IPTG (sample B), or 0.5% xylose and 1000 μM IPTG (sample C). For IPTG titration (Figure 4D), cultures were collected as for other *B. subtilis* strains, with starter cultures back-diluted into 15 ml LB containing either 0, 10, 20, 30 or 100 μM IPTG.

### RNA extraction and rRNA removal

RNA was extracted and gDNA depleted using RNeasy Plus mini kit (Qiagen) following manufacturer's instructions. For RNA samples prepared by Rend-seq or the BaM-seq protocol, rRNA was subsequently depleted using MICROBExpress Bacterial mRNA enrichment kit (Invitrogen) as follows. 20 μg RNA, in a max volume of 30 μl, was added to 0.4 ml binding buffer. 8 μl capture oligo mix was added and the reaction incubated at 70°C for 10 min and 37°C for 15 min. Oligo magbeads were prepared by washing beads with 100 μl water, followed by 100 μl binding buffer. Beads were resuspended in 100 μl binding buffer and heated to 37°C. 100 μl oligo magbeads were added to the RNA/capture oligo mix and incubated at 37°C for 15 min and supernatant recovered into a fresh tube. Beads were washed with 150 μl 37°C wash solution and supernatant recovered into the same tube. RNA was then precipitated and resuspended in 40 μl 10 mM Tris 7.0. For experiments in which technical replicates were used, samples were split following RNA extraction or rRNA removal.

### RNA-seq library preparation

BaM-seq libraries were generated as detailed in the protocol found in the supplemental method. Briefly, 250 ng rRNA depleted RNA was brought to 10 μl in H_2_O and fragmented at 95°C for 1 min 45 s with 1 μl 10× fragmentation reagent (Invitrogen). The fragmentation reaction was stopped with 1.1 μl Stop solution and cleaned up with Zymo Oligo Clean and Concentrator Columns following manufacturers’ instructions and eluted in 16 μl H_2_O. To dephosphorylate the RNA, 2 μl 10× PNK Buffer (NEB), 0.25 μl SUPERase*In (Invitrogen), 1.25 μl DEPC H_2_O, and 0.5 μl PNK enzyme (NEB) were added to each sample and samples incubated at 37°C for 60 min and 75°C for 10 min. Polyadenylation was performed by adding 10 μl PolyA Master Mix (NEB) containing 3 μl 500 mM KCl, 3 μl 10 mM ATP, 2 μl 5× FS Buffer, 0.25 μl SUPERase*In, 1.25 μl H_2_O, and 0.5 μl *E. coli* PolyA polymerase (NEB) to samples and incubating at 37°C for 30 min and 75°C for 10 min. Subsequently, 1 μl of 25 μM RT Barcoding primer was added to each sample and incubated at 65°C for 5 min, then returned to ice. 3 μl 0.1M DTT, 2 μl 10 mM dNTP mix, 2 μl 5× FS Buffer (Invitrogen), 1.25 μl DEPC H_2_O, 0.25 μl SUPERase*In, and 0.5 μl SSIII RT Enzyme (Invitrogen) was added and the reaction incubated at 50°C for 60 min and 75°C for 10 min. All samples were pooled into a single tube and mixed thoroughly, and RNA degraded by adding 0.1 volume of 1M NaOH and incubating at 95°C for 15 min. 180 μl of the pooled sample was run on a 10% TBU gel (Invitrogen) and material between 100–120 nt cut and extracted. DNA was precipitated and dissolved in 20 μl 10 mM Tris 8. 5 μl adapter was ligated to 10 μl of cDNA in a reaction containing 3 μl DEPC H_2_O, 5 μl 10× T4 DNA ligase buffer, 5 μl 5M Betaine, 20 μl PEG 8000, and 2 μl T4 DNA ligase (NEB) that was incubated at 16°C for 10 h. The enzyme was denatured by heating the reaction to 75°C for 10 min and the reaction subsequently cleaned with a Zymo oligo clean and concentrator column following the manufacturers’ instructions. The reaction was run on a 10% TBU gel for 1 h and 45 min and the band between 135 and 155 nt cut, extracted, precipitated, and cDNA resuspended in 20 μl 10 mM Tris8. A PCR mastermix containing 5 μl ligated DNA, 6 μl 10 μM oDP161, 6 μl 10 μM oDP128, 6 μl 10 mM dNTP mix, 24 μl 10× Q5 buffer (NEB), 60 μl water, and 2 μl Q5 polymerase (NEB) was prepared and aliquoted into five 20 μl reactions that were run at each of 5 cycles: 6, 8, 10, 12 and 14 cycles. Samples were run on an 8% TBE gel and the final product recovered. All oligo sequences are included in the supplementary method.

TBaM-seq libraries were generated as detailed in the protocol found in the supplementary methods. Briefly, 250 ng of total, non-rRNA removed RNA was fragmented for 30 s at 95°C as described above. Samples were dephosphorylated, polyadenylated, and reverse transcribed as described above. 240 μl pooled RT reaction was run over two 10% TBU gels and product between 115 and 135 nt size selected. The recovered RT product was resuspended in 40 μl 10 mM Tris 8 and 32 μl 5x Phu HF Buffer, 3.2 μl 10 mM dNTPs, 1 pmol of each primer, 4.8 μl DMSO, and 1.6 μl Phu Polymerase (NEB) added and brought to a total volume of 160 μl with water. The reaction was incubated at 98°C for 30 s, 58°C for 15 s, and 72°C for 30 s and subsequently run on a 10% TBU gel to size select products between 145 and 165 nt. The product was resuspended in 20 μl 10 mM Tris pH 8 and final PCR performed as described above with 16, 18, 20, 22 and 24 cycles.

REND-seq was performed as described previously (8).

All samples were sequenced on either a HiSeq2000 or NextSeq500. BaM-seq samples were sequenced at a depth of 10–50 million reads per sample (Figure 2A samples, 10 million reads, Figure 2D samples, 50 million reads, Figure 4D, 15 million reads). A summary of TBaM-seq samples, including sequencing depth, is included as supplementary data.

### RNA-seq data analysis

RNA sequencing reads were processed by removing poly(A) tails with cutadapt (options -a AAAAAAAAAAAAAAAAAAAA;min_overlap = 10) and mapped using Bowtie (27) (options -v 2 -k 1 –best) to the NC_000964.3 reference genome for *B. subtilis* or NC_000913.3 for *E. coli*. Total reads per gene for multiplex and Rend-seq datasets were calculated from 5’ mapped reads excluding the first and last 30 nt of the CDS.

Gene expression for Rend-seq and TBaM-seq datasets was calculated as reads per million (rpm) for genes with more than 100 mapped reads. To compare correlation between technical replicates (as in Figures 2A and 4A), the *r* value for all pairwise samples was calculated from log_10_-transformed data.

For TBaM-seq samples, bowtie output files were first adjusted by adding the read length to mapped position for reverse strand mapping reads. Primer sequences were also mapped to the same genome, and bowtie output files similarly adjusted. Reads were then assigned to specific primers by matching location of mapped reads to priming locations. Expression measured by each primer is reported as reads corresponding to that primer location per million primer reads mapped (rpm). To measure the expression of a gene captured by multiple primers, the median primer rpm was used. To identify non-specific priming events, fastq files of unmapped reads were split into two separate files, one with the first 20 nt of the read and one with the remainder of the read. These files were then remapped to the genome with bowtie as above. Reads where the first 20 nt mapped to a location of a priming site were characterized as non-specific priming events. The location of mispriming was subsequently identified using the mapping of the remainder of the read.

### Calculating barcode switching frequency

In the knockout experiment, barcode switching frequency was calculated as the fraction of reads mapped to a CDS or TBaM-seq primer in the knockout versus WT strain divided by the total number of target gene containing samples in the pool.

For the mixed species barcoding experiment, we analyzed an unpublished 95-million-read BaM-seq run which included both a barcoded *B. subtills* (WT 168) sample (∼20 million reads) and several barcoded *E. coli* (MG1655 with an overexpression plasmid) samples (∼70 million reads across three barcodes). Barcode switching frequency was calculated as the number of *B. subtills* barcoded reads mapping to the *E. coli* genome (157509 reads) divided by the total number of uniquely mapped *E. coli* reads in the pool (11936187 reads), or 1.3%. The library also contained a fifth sample that was intentionally mixed (both *B. subtilis* and *E. coli* RNA) that accounts for a small fraction of total reads. We have omitted this sample from our analysis, and thus the reported barcode switching frequency represents an upper bound on the actual frequency.

### Targeted primer design

Primers were designed as forward primers off coding strand sequences using Primer3 (28, 29) with the following parameters: optimal size = 20 nt, maximum size = 22 nt, minimum tm = 53°C, optimal tm = 55°C, max tm = 56°C. Input sequences and parameters were specified using the template provided with Primer3. For all returned primers, all 8-nt fragments within the primer were aligned to *B. subtilis rrn* operons using bowtie (27) (options -v 0 -k 1 –best), and any primer with an alignment was removed. From the remaining primers, a final primer set was selected such that the 5’ end of any given primer annealed at least 20 nt downstream the 3’ end of the closest upstream primer. The common adapter sequence CTTTCCCTACACGACGCTCTTCCGATCT was appended to the 5’ end of all primers. Targeted primer sequences are included as supplementary data.

### Demonstration of redistribution

As a theoretical demonstration of the benefit of read distribution through use of multiple second strand synthesis reactions, we considered the top 1000 most highly expressed genes in the *B. subtilis* transcriptome as determined using a high-depth RNA-sequencing dataset (8). Genes were ordered by expression, with gene one being the most abundant gene, and gene 1000 being the 1000th most abundant gene. The number of reads required to sequence each of these genes with at least 100 reads per gene using non-targeted approaches was calculated by dividing 100 by the number of reads mapped to the 1000th gene in (8) and multiplying the sum of reads mapped to the top 1000 genes by the resulting number. To calculate the number of reads required to obtain the same information using TBaM-seq, the top 1000 genes were divided into five equal groups each containing 200 genes (group 1 contains genes 1–199, group 2 contains genes 200–399, etc.). The number of reads required to sequence each gene with at least 100 reads was then calculated separately for each of the five groups and summed. Similar to above, 100 was divided by the number of reads mapped to the least abundant gene in the group and the sum of all reads in the group multiplied by the resulting number to get the number of reads required to sequence that group.

## RESULTS

### An RNA-seq protocol with early barcoding

To streamline the process of generating sequencing-compatible cDNA libraries, we developed BaM-seq, a protocol that allows for early barcoding and pooling of samples (Figure 1). Such early pooling increases the throughput of RNA-seq experiments by allowing multiple samples to be processed simultaneously in a single reaction. Barcoding of eukaryotic samples can be obtained by priming mRNA poly(A)-tails with barcoded oligo(dT) primers (9,10). However, this approach cannot be applied directly to bacterial mRNAs which lack such poly(A)-tails. Barcoding of bacterial RNA samples may utilizes adapter ligation, but preadenylated RNA or DNA adapters are expensive to generate (12). To barcode bacterial RNA samples, we took advantage of the commercially available *E. coli* Poly(A) Polymerase that can efficiently adenylate RNA 3’ ends *in vitro* independent of terminal nucleotide identity, thus allowing us to use barcoded oligo(dT) primers to mark the cDNAs and subsequently pool them, analogous to (30). Prior to polyadenylation, RNA samples are fragmented to increase the number of 3’ ends amendable to polyadenylation and enable more even coverage across the length of transcripts.

**Figure 1.**
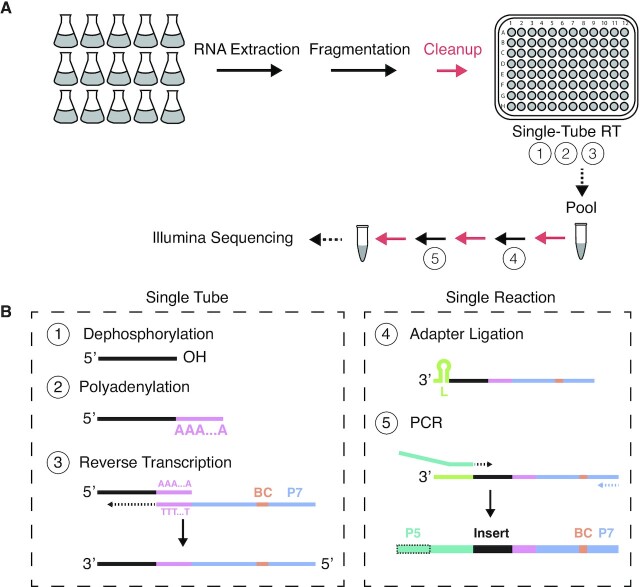
BaM-seq library preparation workflow. (**A**) Fragmented RNA can be rapidly converted into barcoded cDNA libraries via a single-tube RT reaction with no intervening clean-up steps. RT products can be subsequently pooled, and downstream processing steps are performed as a single sample. Red arrows indicate clean-up steps. (**B**) The single-tube RT reaction, steps 1–3, involves dephosphorylation of RNA by T4 polynucleotide kinase, polyadenylation of 3’ ends by *E. coli* Poly(A) Polymerase, and reverse transcription by SSIII using barcoded oligo(dT) primers. Following pooling, an adapter is ligated to the 3’ end of cDNA molecule (step 4), and libraries PCR amplified (step 5).

We developed a simple protocol to perform sequential reactions in a single tube without intervening clean-up steps to convert fragmented RNA into barcoded cDNA. This protocol involves dephosphorylation of RNA 3’ ends by T4 Polynucleotide Kinase, poly(A) tailing by *E. coli* Poly(A) Polymerase and reverse transcription (RT) by Superscript III (SSIII) with barcoded oligo(dT) RT primers. Following RT, barcoded cDNA samples can be pooled, and downstream steps of size selection, 3’ adapter ligation, and PCR amplification can be performed on this single pooled sample (Figure 1). Together, our protocol allows for highly multiplexed sequencing library generation whereby many samples can be processed together.

### Validation of BaM-seq protocol

We next tested the performance of our BaM-seq protocol. We first demonstrated that the gene expression profiles of differentially barcoded samples were highly correlated. To show this, we split an RNA sample from *E. coli* BW25113 into 14 independent replicates and barcoded each with a unique index such that they could be pooled, processed, and sequenced together. We measured a high degree of correlation of relative gene expression levels between samples (Figure 2A, B, minimum *R* = 0.983, median SD for log_2_ fold-change = 0.176), demonstrating the technical reproducibility of our protocol. The correlation between barcodes is higher than that observed with RNAtag-seq (12), an alternative method for early multiplexing of bacterial mRNA samples by ligating to barcoded adapters. In addition, as all barcodes tested here demonstrated strong correlation, this approach does not require pre-validation of barcodes, unlike is necessary for barcoded ligation adapters, that can add additional time and cost to an experiment (12).

**Figure 2.**
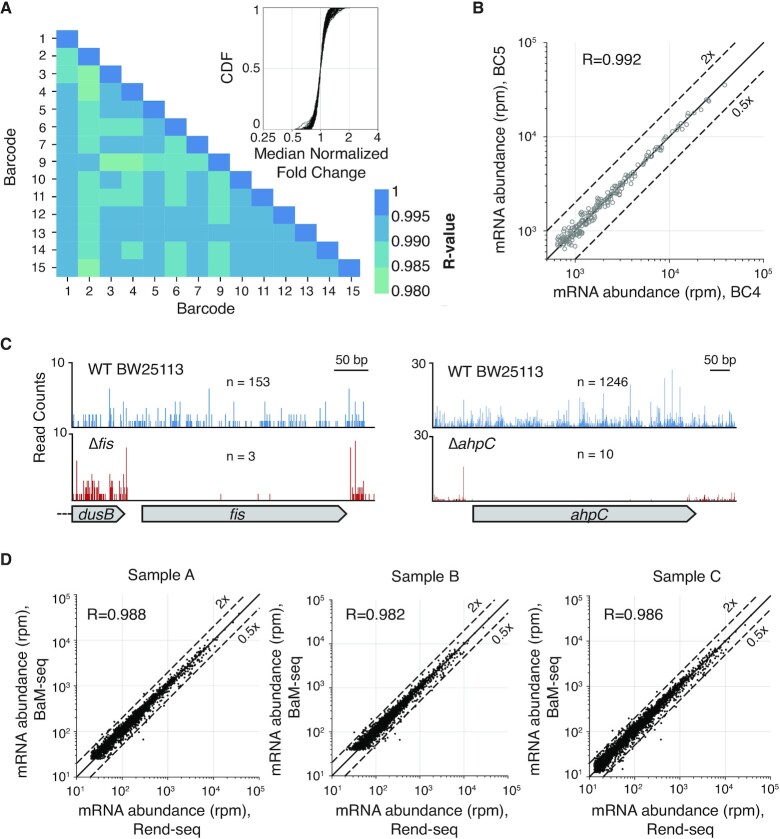
Validation of BaM-seq protocol. (**A**) Pearson correlation of log_10_-transformed rpm values for genes with at least 100 mapped reads (212 genes) between 14 technical replicates. Minimum *R*-value = 0.983. The inset shows the cumulative distribution of median-normalized fold-changes for all pairs of genes between all pairwise combinations of replicate samples. (**B**) Representative example of rpm correlation between two replicates as in (A). Genes with more than 100 mapped reads in both samples are plotted. (**C**) 5’ mapped reads across *fis* and *ahpC* genomic loci in WT (153 and 1246 mapped reads, respectively), and Δ*fis* (three mapped reads) and Δ*ahpC* (10 mapped reads) *E. coli* strains. (**D**) Relative expression of genes as measured from three split RNA samples processed with BaM-seq or Rend-seq. Rpm was plotted for all genes with >100 reads in both samples.

One potential drawback of early barcoding is barcode-switching during downstream reactions, most commonly during PCR amplification (31,32), whereby a barcode from one sample becomes mis-associated with an insert from a different sample. A high frequency of barcode-switching can be especially problematic when many samples are pooled as it can mask gene expression changes that occur in only one or a small fraction of samples. To test the prevalence of barcode-switching in our protocol, we compared the expression of *fis* and *ahpC* between WT and Δ*fis* and Δ*ahpC* strains, respectively, that were prepared and sequenced in a pool with 14 other samples with WT-levels of *fis* and *ahpC* (33). This experiment represents a stringent test of barcode-switching, as the knockout samples completely lack a gene that is present in all other samples in the pool. Reads were strongly depleted in the coding sequences (CDSs) of deleted genes in knockout strains, with an estimated barcode-switching frequency of less than 0.15% between two samples in the same pool (Figure 2C, see Materials and Methods). In addition, we also assessed barcode-switching in pools containing RNA from both *E. coli* and *B. subtilis* by calculating the occurrence of *E. coli* mapping reads with a barcode corresponding to a *B. subtilis* RNA sample. With this approach, we estimate barcode-switching occurs for at most 1.3% of molecules (see Materials and Methods). These results indicated minimal barcode crosstalk by our approach.

Lastly, we confirmed that our approach is able to accurately capture relative transcript abundances as measured by established RNA-seq approaches. We generated sequencing libraries from three *B. subtilis* RNA samples by both BaM-seq and End-enriched RNA-seq (Rend-seq) (8). Rend-seq is a lower throughput protocol that allows for both 5’ and 3’ end mapping as well as gene expression quantification, and measures RNA levels consistent with other gene expression datasets (R^2^ = 0.8, Rend-seq v. microarray) (8). For all samples, there was strong correlation between the gene expression profiles measured by the two approaches (Figure 2D, minimum *R* = 0.982, median SD of log_2_ fold-changes = 0.326). BaM-seq also demonstrated the same sensitivity as Rend-seq, with both approaches detecting the same fraction of genes at a given sequencing depth (Supplementary Figure S2). With a sequencing depth of 50 million reads (5 million mRNA mapping reads), BaM-seq can reliably measure the expression of genes expressed at a level of 2 transcripts per million or higher. Thus, our BaM-seq protocol retains the quantitative information about the transcriptome captured by lower throughput methods, even when many samples are pooled.

### Target-enrichment following RT using TBaM-seq

To further increase the number of samples that can be processed and sequenced together with a finite number of reads, we developed a target-enrichment protocol that can be applied following RT and pooling, TBaM-seq. Our approach utilizes target-specific primers, each containing a common adapter and 20 nts of complementarity to a particular RT product (Figure 3A) that can template synthesis of a second DNA strand. This second-strand synthesis reaction replaces the adapter ligation step of our multiplexed protocol, with downstream PCR amplification primed from the common adapter such that only targeted products are retained (Figure 3B). Given the ease and relatively low cost of custom DNA oligo synthesis, customized primer pools can be readily designed to enrich for subsets of transcripts relevant to the scope of an experiment.

**Figure 3.**
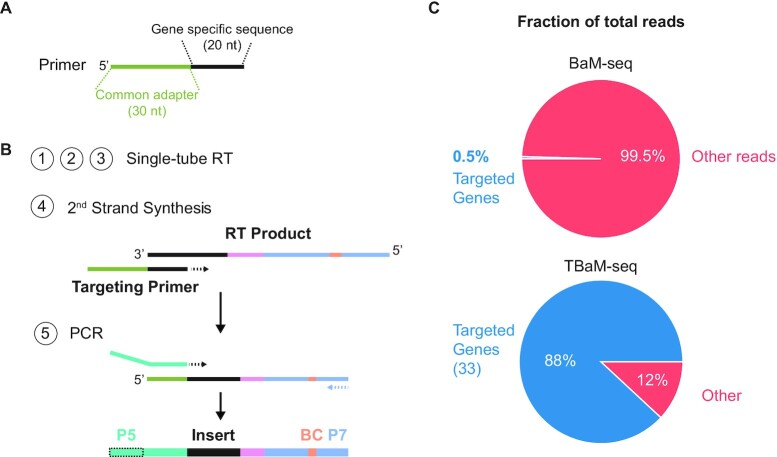
Overview of TBaM-seq protocol. (**A**) Primers for target-enrichment, each containing a 30-nt common adapter and 20-nt gene specific homology region. (**B**) Following single-tube RT, cDNA libraries can be enriched for transcripts of interest via a second-strand synthesis reaction with gene-specific primers as shown in (A) and subsequently PCR-amplified from the common adapter. (**C**) The percentage of reads mapping to 82 targeted genes in libraries prepared with either BaM-seq or TBaM-seq.

To test our ability to enrich for genes of interest while minimizing off-target capture, we designed a pool of 162 second-strand primers targeting 82 *B. subtilis* genes whose expression spans over 2 orders of magnitude. We designed primers such that no 8-nt stretch shared homology with any rRNA, as primers containing homology to rRNA operons, regardless of where the homology was located within the primer, readily mis-primed and led to final libraries that were comprised almost exclusively of such molecules (Fig. S1B). With this design approach, we were able to achieve libraries with ∼90% of reads derived from specific priming events (Fig. S1A). 

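Reads at the sites of the 162 primers made up 91.2 ± 1.52% (SD, n = 11 libraries of 1 RNA sample) of all reads in the libraries with barcodes 2 to 12. The share was lowest with barcode 7, at 87.9% (95% Wilson interval 87.8 to 88.0%), and highest with barcode 11, at 92.8% (92.6 to 92.9%). These 2 libraries differed by more than counting error. Total reads per library, 114045 to 440460, came from the authors' table of mapped reads, which was joined to the primer counts by barcode sequence. The library with barcode 1 was not joined by that rule and is left out here. In the authors' table, a further 5.72 to 6.40% of the reads of these 11 libraries mapped to a primer site with their first 20 nt, and 0.263 to 3.69% never mapped.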

The remaining nonspecific priming events can be filtered out bioinformatically (Fig. S1A). This represents an over 100-fold enrichment in reads from target genes as compared to standard multiplexed libraries, where only 0.5% of reads map to targeted genes (Figure 3C). It is worth noting that this enrichment is underestimated, as multiplex libraries are generated from RNAs that are depleted for abundant rRNA (34), whereas targeted libraries are generated directly from total RNA without rRNA depletion. As such, this method is able to effectively capture transcripts of interest with little off-target priming, thereby reducing required sequencing depth, eliminating the need for rRNA removal, and decreasing experimental cost.

### Validation of TBaM-seq protocol

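Each value of a TBaM-seq library is the number of reads that start at the site of 1 second-strand primer, which stands for 1 position in a target transcript. The experiment on barcodes used RNA of *B. subtilis* 168, the wild-type laboratory strain, in reverse transcription reactions with barcodes BC1 to BC12, so its 12 libraries are technical replicates. They held 105810 (BC11) to 398593 (BC4) primer-mapping reads with a median of 209315, and each of the 162 primers had at least 1 read in every library. The primers target 80 different genes, of which *abrB* and *infC* are targeted in both primer pools. The authors trimmed poly(A) tails with cutadapt, mapped the reads with Bowtie to the *B. subtilis* genome with up to 2 mismatches and 1 reported alignment, and gave a read to a primer when its position matched the priming location. Their deposited tables hold these reads per primer as raw counts. The counts were scaled here to rpm, the reads of a primer per 1000000 primer-mapping reads of its library. Reads with the same sequence were not merged by molecular identifiers, so all counting intervals given for TBaM-seq libraries cover counting error only. The annotation of the assembly the authors mapped to (ASM904v1) gave the position of 73 of the 81 genes with a primer in the barcode or Δ*rho* tables, while the positions of the primers within the genes were not analysed here.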

We tested consistency between barcodes following target capture by splitting an RNA sample from WT 168 *B. subtilis* into 12 reactions that were barcoded, pooled, and subject to our targeting protocol using the pool of 162 second-strand primers. Following sequencing, we observed good correlation of reads mapping to each primer between samples (Figure 4A, B, minimum *R* = 0.918, median SD for log_2_ fold-changes = 0.793). 

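The 12 libraries ranked the target transcripts alike. Pearson's r of log10 reads was lowest between BC7 and BC10, at 0.918, and highest between BC4 and BC12, at 0.981, with a median of 0.955 over the 66 pairs. The SD of the log2 fold changes across primers had a median of 0.79 over the pairs, and single pairs ranged from 0.50 to 1.07. Several but not all primers of *tsf*, which encodes elongation factor Ts, were among the steadiest. The SD of log2 rpm over the 12 libraries was 0.066 for tsf_3, 0.078 for tsf_4 and 0.084 for tsf_8, against 0.21 for tsf_1 and 0.26 for tsf_6. It was 0.087 for rpmI_1 and 0.088 for the *rpmF* primer, whose genes encode ribosomal proteins of the large subunit. The abundance of tsf_3 was 62106 ± 2833 rpm (SD, n = 12), and that of the *rpmF* primer was 4364 ± 264 rpm. BC10 had the lowest median r with the other libraries, 0.938. All of these correlations are across primers, which are not independent replicates.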

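The 10 primers that varied most between barcodes target *lysC*, *polA*, *ylxS*, *glnR*, *spo0E*, *purB*, *rok*, *dnaA* and *rplT*. The SD of log2 rpm over the 12 libraries was 2.06 for lysC_7 (aspartokinase), 1.92 for polA_10 (DNA polymerase I) and 1.91 for ylxS_7. It was 1.83 for glnR_2 and 1.41 for glnR_1, both in the gene of the repressor of glutamine synthetase, and 1.81 for spo0E_2, in the gene of a phosphatase that acts on Spo0A. The remaining primers were purB_1 with 1.49, rok_0 with 1.40, dnaA_9 with 1.30 and rplT_6 with 1.13. All 10 were among the 41 primers with the lowest rpm, with means of 20 to 78.8 reads per library. Other primers of the same genes were abundant and steadier, such as rplT_1 with 38176 rpm and an SD of 0.10, and dnaA_6 with 9318 rpm and an SD of 0.31. Of all 162 primers, 125 had an SD under 0.5 and 12 had an SD over 1. The 41 lowest primers held 74.6% of the summed variance and the 41 highest held 2.16%. Spearman's correlation of SD and mean rpm across primers was -0.742 (bootstrap 95% interval -0.805 to -0.658).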

The variability that did exist across samples largely came from primers targeting regions of the most lowly expressed genes we aimed to capture (Figure 4B). Detection of these lowly abundant fragments is not limited by sequencing depth in our experiments, but likely represents a lower bound of target capture by our approach.

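Primers of similar read number varied to different degrees in the 2 primer pools. The pools were used in separate reactions that were combined afterwards, so equal reads need not mean equal numbers of captured molecules. The 38 pool 1 primers with a mean of 20 to 300 reads per library, which include lysC_7, polA_10 and spo0E_2, had a median SD of log2 rpm of 0.79 between barcodes. Poisson counting of their reads gives a median SD of 0.17. The median ratio of both SDs was 3.99 (bootstrap 95% interval 3.78 to 4.40). In the 32 pool 2 primers of this range, each in 1 highly expressed gene, the median SD was 0.27 at a Poisson SD of 0.17, a ratio of 1.66 (1.51 to 1.74). The spo0E_2 primer took 1 to 75 reads and lysC_7 took 1 to 185 reads across the 12 libraries. The paper states that detection of fragments of low abundance is not limited by depth, and it proposes that they mark a lower bound of target capture.

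**Figure D1:**
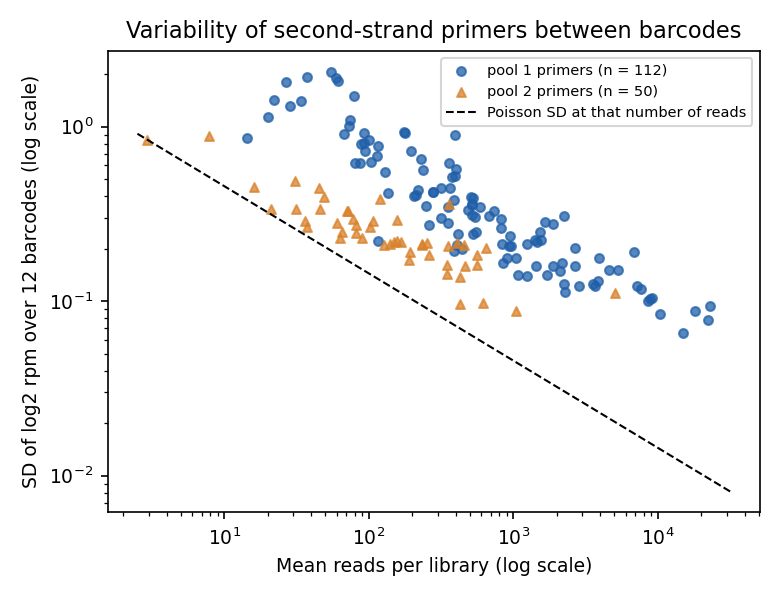
SD of log2 rpm over the 12 barcode libraries (y axis, log scale) against the mean reads per library (x axis, log scale) for 112 pool 1 primers (circles) and 50 pool 2 primers (triangles). The dashed line is the SD that Poisson counting gives, and pool 1 primers of 20 to 300 reads lie at a median of 3.99 times their Poisson SD.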

**Figure 4.**
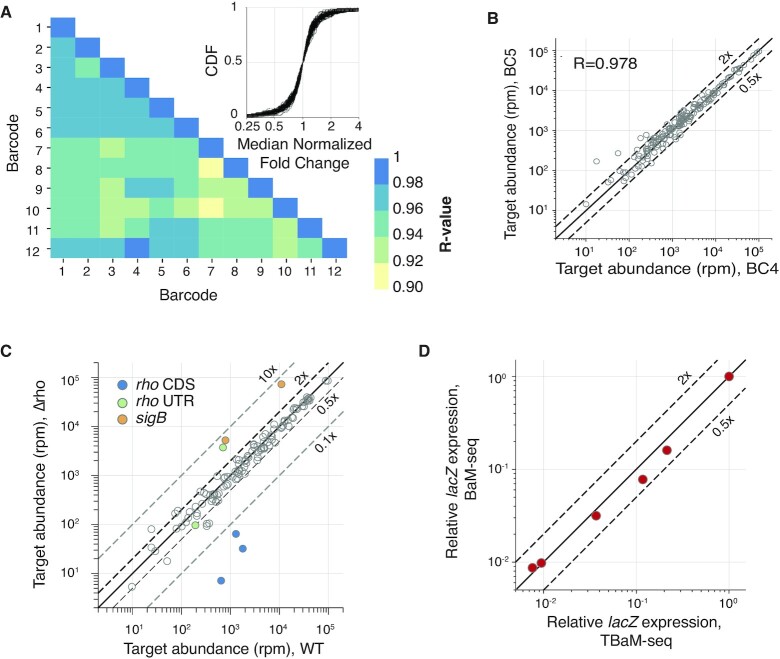
Validation of TBaM-seq protocol. (**A**) Pearson correlation between replicates of log_10_-transformed reads per second-strand primer. (**B**) Representative example of correlation across second-strand primers between replicates. A total of 162 second-strand primers targeting 82 genes were included in this pool. The second-strand primers that show >2-fold difference in rpm between these two samples target the genes *polA* (0.10× between sample 4 and 5), *spo0E* (0.20), *lysC* (0.28), and *glnR* (0.46). *polA*, *spo0E*, and *lysC* are the three lowest expressed genes targeted by this second-strand primer pool (as measured by non-targeted BaM-seq). (**C**) Reads per million primer-mapping reads for each second-strand primer between WT and Δ*rho* strains. Primers targeting *rho* CDS and UTR, as well as those targeting *sigB* are highlighted. (**D**) *lacZ* expression relative to sample with highest *lacZ* induction. For BaM-seq samples, *lacZ* expression is calculated as rpkm. For TBaM-seq samples, *lacZ* expression is calculated from median normalized reads across 12 *lacZ*-targeting primers.

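Between barcodes 4 and 5, 6 of the 162 primers differed by more than 2-fold in rpm. The ratio of barcode 4 to barcode 5 was 0.103 (95% counting interval 0.0394 to 0.230) for polA_10, at 7 and 47 reads. It was 0.204 (0.121 to 0.331) for spo0E_2, at 22 and 75 reads, and 0.283 (0.213 to 0.374) for lysC_1, at 73 and 179 reads. The *glnR* primer glnR_0 had a ratio of 0.461 (0.328 to 0.643). The other 2 primers were singled out after their values were seen. The ratio was 0.318 (0.248 to 0.406) for alsT_7, in the gene of an amino acid transporter, and 2.15 (1.51 to 3.12) for purB_1, in the gene of adenylosuccinate lyase. These primers were picked by the size of their ratio, and each ratio compares 1 library with 1 library, so the intervals are no test of a difference. Pearson's r of the pair was 0.978. In the annotation, *polA* lies at 2973182 to 2975824, *spo0E* at 1430684 to 1430941 and *glnR* at 1877959 to 1878366 on the chromosome.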

We next evaluated the potential of barcode-switching that could additionally occur during the second-strand synthesis reaction. To measure the extent of barcode-switching, we prepared a pooled library containing five WT samples and one Δ*rho* sample. 

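The experiment compared wild-type cells with a deletion strain of *rho*, the gene of the transcription termination factor. Libraries of 5 WT samples and 1 Δ*rho* sample were made with 1 cycle of second-strand synthesis, and likewise with 10 cycles. The table of these 12 libraries holds reads of 124 primers. With 1 cycle, the WT libraries held 581177 to 1143029 primer-mapping reads (median 725601) and the Δ*rho* library 559277. With 10 cycles, the WT libraries held 268439 to 657394 (median 506787) and the Δ*rho* library 394828. Nothing in the sources states that the WT samples came from separate cultures, so p-values measure the spread between these samples, which may be technical. By the paper's protocol, samples are pooled before second-strand synthesis, so p-values between cycle numbers do not cover variation between pooled reactions. Differences were tested with edgeR's quasi-likelihood test on the deposited counts, with total primer reads as library size, for 119 primers with a mean of at least 10 reads. Each Δ*rho* group is 1 library and was assumed to vary like the WT groups, with 8 residual degrees of freedom from all 12 libraries. The genes carry 1 to several primers each, so counts are given in primers.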

In the Δ*rho* sample, *rho* CDS targeting primers measured *rho* expression 1–5% that of WT levels, indicating a crosstalk rate of 0.2–1% between two samples in the same pool (Figure 4C). 

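With 1 cycle, the primers of the *rho* coding sequence were nearly silent in Δ*rho*. The signal of rho_3 (TAAAAGCACGATCAGCTCTG) was 1.07% of the WT mean, from 4 reads (exact 95% Poisson interval 0.290 to 2.73%), and that of rho_5 (CATCATCCATACGTGAACCT) was 1.88%, from 18 reads (1.11 to 2.97%). The highest residual was that of rho_1 (AGATACTTTGTCTCCGTTCC), 4.84%, from 36 reads (3.39 to 6.69%). In WT, rho_1 measured 1331 ± 133 rpm, rho_3 measured 671 ± 31.8 rpm and rho_5 measured 1713 ± 225 rpm (SD, n = 5). The log2 fold change of Δ*rho* over WT was -4.37 for rho_1 (standard error 0.30, adjusted p = 7.85e-09 from edgeR), -6.51 for rho_3 (0.34, 2.55e-10) and -5.73 for rho_5 (0.35, 1.37e-09). The intervals of rho_1 and rho_3 do not overlap. The *rho* gene lies at 3803400 to 3804683 on the chromosome of ASM904v1. Which primers lie in the coding sequence was read from the marked points of Fig. 4C, since the primer list does not say. Divided by the 5 WT samples of the pool, the residuals gave crosstalk of 0.967% for rho_1, 0.213% for rho_3 and 0.376% for rho_5. From the *rho* signal that remained in the deletion strain, the paper concludes on the crosstalk rate between samples of a pool.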

We hypothesize that barcode-switching largely results from priming of second-strand products by residual RT primer during second-strand synthesis. Indeed, when we increase the number of second-strand synthesis cycles from one to ten, the barcode-switching rate between two samples increases (4%) (Supplementary Figure S3A).

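With 10 cycles, the Δ*rho* library kept more signal of the *rho* coding sequence. The residual was 16.4% of the WT mean for rho_1, from 34 reads (exact 95% Poisson interval 11.3 to 22.9%), 22.6% for rho_3, from 149 reads (19.1 to 26.6%), and 19.6% for rho_5, from 153 reads (16.6 to 23.0%). Per pair of samples this is 3.27%, 4.52% and 3.92%, with a median of 3.92%. The log2 fold change of Δ*rho* over WT was 1.76 higher than with 1 cycle for rho_1 (standard error 0.39, adjusted p = 0.0162 from edgeR's test of the interaction), 4.37 higher for rho_3 (0.41, 2.13e-06) and 3.37 higher for rho_5 (0.40, 2.37e-05). These 3 were the only primers of 119 past the threshold in this test. With TMM scaling or with DESeq2, 5 primers passed, among them sigB_2 with differences of -0.71 (TMM) and -0.62 (DESeq2). In WT with 10 cycles, the 3 primers measured 526 ± 56.5, 1668 ± 83.2 and 1976 ± 260 rpm (SD, n = 5) in the order named. Each cycle number has 1 Δ*rho* library.

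**Figure D2:**
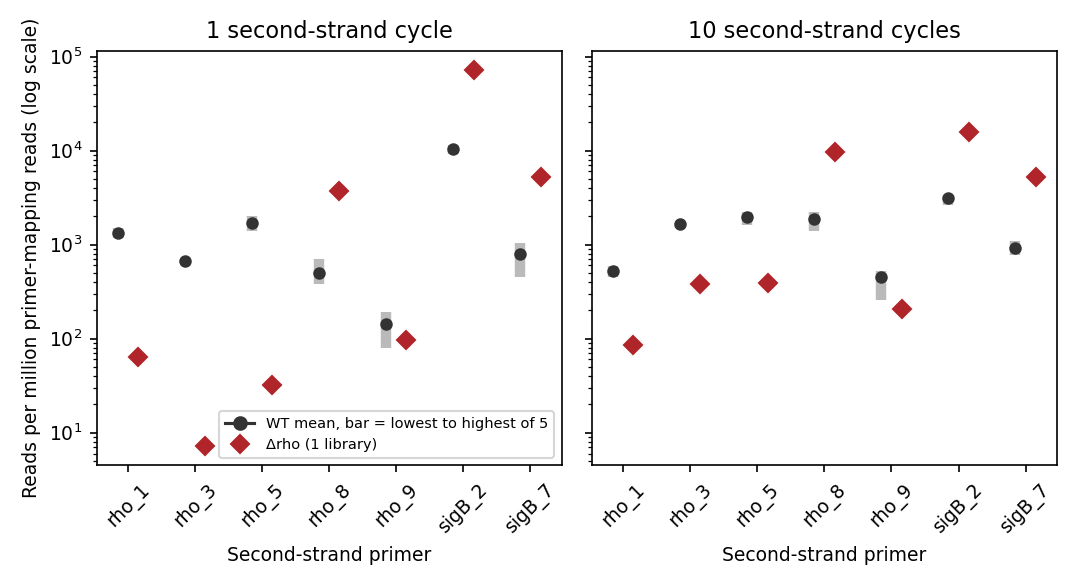
Rpm (y axis, log scale) of the *rho* and *sigB* primers (x axis) with 1 cycle (left) and 10 cycles (right). Circles are WT means with bars from the lowest to the highest of 5 libraries, and diamonds are the Δ*rho* library, in which rho_3 stands at 1.07% of WT with 1 cycle and at 22.6% with 10.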

Targeted primers can also be designed to provide position-specific information. For example, using second-strand primers targeted to the 5’ UTR of *rho*, we can measure increases in *rho* 5’ UTR expression upon *rho* deletion, consistent with the negative autoregulation of this gene (35) (Figure 4C). 

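The first of 2 *rho* primers outside the coding sequence rose in Δ*rho*. The rho_8 primer (CGCCAAAGCACATTCTTT) measured 499 ± 135 rpm in WT (SD, n = 5) and 3733 rpm in Δ*rho* with 1 cycle, a 7.47-fold difference. Its log2 fold change was 2.89 (standard error 0.24, adjusted p = 5.68e-08 from edgeR). With 10 cycles it measured 1893 ± 328 rpm in WT and 9622 rpm in Δ*rho*, 5.08-fold more (log2 fold change 2.34, standard error 0.24, adjusted p = 1.74e-06). The other *rho* primer outside the coding sequence, rho_9, did not pass the test at either cycle number. It measured 144 ± 41.3 rpm in WT and 96.6 rpm in Δ*rho* with 1 cycle (log2 fold change -0.58, standard error 0.46, adjusted p = 0.350). With 10 cycles, rho_9 measured 448 ± 108 rpm in WT and 208 rpm in Δ*rho* (log2 fold change -1.12, standard error 0.45, adjusted p = 0.177). Both Δ*rho* values of rho_8 lie above all 5 WT libraries. The assignment of both primers to the UTR was read from Fig. 4C, and rho_9 is absent from the paper's list of primer sequences, so its target was not checked.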

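Both primers of *sigB*, the gene of the general stress sigma factor, rose in Δ*rho*. With 1 cycle, sigB_2 (CTGCTAGGCGCGATTAAG) went from 10272 ± 903 rpm in WT (SD, n = 5) to 72664 rpm, 7.07-fold, and sigB_7 (ATATGAGCGGGTCAACCA) from 787 ± 216 to 5228 rpm, 6.64-fold. With 10 cycles, sigB_2 was 5.07-fold and sigB_7 5.63-fold higher. The log2 fold changes with 1 cycle were 2.82 for sigB_2 (standard error 0.10, adjusted p = 1.60e-12 from edgeR) and 2.74 for sigB_7 (0.25, 2.67e-07). With 10 cycles they were 2.34 (0.11, 4.99e-11) and 2.50 (0.26, 1.80e-06). The *sigB* gene lies at 522862 to 523650 on the chromosome.
Of the 119 primers, 8 were higher and 24 lower in Δ*rho* with 1 cycle, and 7 higher and 5 lower with 10 cycles. Without WT replicate 2 with 10 cycles, the latter were 4 higher and 4 lower. The *sigB* primers alone took 1.11% of all primer reads in WT and 7.79% in Δ*rho* with 1 cycle, and the median log2 fold change of the 119 primers was -0.17. With TMM scaling that median was -0.022 and the split was 20 higher and 12 lower with 1 cycle, and 4 higher and 7 lower with 10. DESeq2 gave 16 higher and 18 lower with 1 cycle and 7 higher and 12 lower with 10. The largest other changes with 1 cycle were lower signals of lysC_1 (log2 fold change -1.65, adjusted p = 0.0227 from edgeR), lysC_7 (-1.49, 0.00493) and ylxS_7 (-1.45, 0.00493), and a higher signal of polA_9 (1.22, 0.0356). The polA_9 call was lost without WT replicate 3 (log2 fold change 1.15, adjusted p = 0.0522 from edgeR), with limma-trend (1.33, 0.0501) and with only the 2 groups compared (1.22, 0.0843). With 10 cycles, spo0E_0 was higher by 1.06 (adjusted p = 0.00829), infB_10 by 0.43 (0.0307), glnR_5 by 0.41 (0.0307) and abrB_3 by 0.38 (0.0389), and gapA_6 was lower at -0.44 (0.0157). TMM scaling ended the calls of infB_10 (log2 fold change 0.35), glnR_5 (0.33) and abrB_3 (0.30) with 10 cycles. Leaving out any of several single WT libraries also ended them, at 0.40 to 0.44 for infB_10, 0.39 to 0.40 for glnR_5 and 0.35 to 0.39 for abrB_3. Between the barcode libraries of 1 RNA sample, the SD of log2 rpm was 2.06 for lysC_7 and 1.91 for ylxS_7, at means of 55.2 and 59.1 reads. It was 0.80 for lysC_1 and 0.84 for polA_9. In the single Δ*rho* library with 1 cycle, the changes of lysC_7 and ylxS_7 were smaller than this SD. Those of lysC_1 and polA_9 were larger. The WT libraries with 1 cycle measured 293 ± 60.1 rpm for lysC_7 and 289 ± 56.9 rpm for ylxS_7 (SD, n = 5). The Δ*rho* library measured 104 and 105 rpm, below all of them. Primers of *polA* did not move alike with 1 cycle, since polA_3 changed by -1.15 and polA_9 by 1.22. Of *lysC*, lysC_3 changed by 0.79 but was not called, while lysC_1 and lysC_7 were both lower.
Among gene groups, 4 of 7 primers of *gapA* and *cggR*, the genes of a glycolytic dehydrogenase and of the repressor of its operon, were lower with 1 cycle (6 adjusted over the list alone), and none was higher. The log2 fold change was -0.70 for cggR_6, -0.66 for cggR_4, -0.56 for gapA_2 and -0.53 for gapA_6, and 4 were lower with TMM scaling and DESeq2 as well. With only the 2 groups compared, cggR_6 (log2 fold change -0.70, adjusted p = 0.0777 from edgeR) and gapA_2 (-0.56, 0.0860) were not called, at the same fold changes. The list's adjusted p was 4.48e-05 from fry and 0.410 from camera, which compares it with the other primers. With 1 cycle fry, which tests a list by itself, passed most of the lists, so its value does not single out *gapA* and *cggR*. Of 12 primers of transition state and stress regulators, 2 were higher with 1 cycle and 4 with 10 cycles (2 and 5 adjusted over the list alone), and none was lower. Its adjusted p from camera was 0.00238 with 1 cycle and 0.000290 with 10, and with an estimated correlation the adjusted p was 0.0461 and 0.0370. With total primer reads as library size, the called primers with 1 cycle were those of *sigB*, which the paper names as known to rise upon *rho* deletion, and with 10 cycles spo0E_0 and abrB_3 joined them. TMM scaling and DESeq2 each gave 5 higher with 1 cycle, among them spo0E_0 (log2 fold change 0.75, adjusted p = 0.0272 from edgeR with TMM scaling, and 0.70, 0.0375 from DESeq2). The spo0E_0 primer was also called with 1 cycle when *rho* and *sigB* were left out of the library size (0.70, 0.0410) and without WT replicate 1 (0.72, 0.0252). Without *sigB*, a test added after the values were seen, with total primer reads the list had none called of 10 with 1 cycle and 2 with 10. Its p from camera was then 0.306 and 0.164 (0.339 and 0.202 with an estimated correlation), and its p from fry was 0.126 and 0.00364. Of 9 primers of *tyrS*, the tyrosyl-tRNA synthetase gene, 4 were lower with 1 cycle and none was higher (5 lower and 2 higher adjusted over the list alone), while TMM scaling and DESeq2 each gave 2 higher and 1 lower. Purine metabolism had 2 higher of 8 primers with 1 cycle (2 adjusted over the list alone), purB_5 at 1.06 and pbuG_2 at 0.50, and 3 with TMM scaling or DESeq2, while purB_5 was not called with only the 2 groups compared (1.06, adjusted p = 0.0915 from edgeR). For the remaining groups the counts of calls changed with TMM scaling. Ribosomal proteins had 3 lower of 9 (5 adjusted over the list alone), and with TMM scaling 1 higher and none lower. Translation factors had 3 lower of 20 (2 adjusted over the list alone), and with TMM scaling 3 higher and none lower. Replication genes had 1 higher and 3 lower of 22, and genes of nitrogen, lysine and methionine 2 higher and 3 lower of 18 (both alike adjusted over the list alone), and with TMM scaling 1 higher and 1 lower, and 3 higher and 2 lower. The *nusA-infB* operon had 1 lower of 17 (1 adjusted over the list alone) and the *infC-rpmI-rplT* operon 2 lower of 9 (5 adjusted over the list alone), and with TMM scaling 4 higher and 1 lower, and 1 higher and none lower. With DESeq2, ribosomal proteins had 2 lower, translation factors 1 lower, replication genes 1 higher and 3 lower, genes of nitrogen, lysine and methionine 3 and 3, the *nusA-infB* operon 1 and 1, and the *infC-rpmI-rplT* operon 1 lower. With 10 cycles, edgeR called 1 lower of the 7 *gapA* and *cggR* primers (2 adjusted over the list alone), at most 1 in each list above other than the stress regulators, and none of *tyrS*.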

We can also measure other gene expression changes known to be associated with *rho* deletion (8), such as upregulation of *sigB*.

To further demonstrate that TBaM-seq could measure gene expression changes, we compared the relative gene expression of an exogenous copy of IPTG-inducible *lacZ* in a *B. subtilis* strain measured by BaM-seq or TBaM-seq. 

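The strain carries *lacZ*, the gene of β-galactosidase, under a promoter induced by isopropyl β-D-thiogalactoside (IPTG), so the level of 1 transcript is set by the inducer. The titration comprised 6 libraries, 2 without IPTG and 1 each with 10, 20, 30 and 100 µM. They held 485698 and 457258 primer-mapping reads without IPTG, 503854 with 10 µM, 500906 with 20 µM, 639738 with 30 µM and 647457 with 100 µM. The table counts reads of 12 *lacZ* primers and of 119 primers of other genes. The authors' deposited counts were scaled to rpm over all 131 primers, and each value was set relative to 100 µM. Between doses with 1 library there is no replicate check. The *lacZ* primers took 0.262% (95% Wilson interval 0.248 to 0.277%) and 0.286% (0.271 to 0.302%) of the reads without IPTG and 29.3% (29.2 to 29.4%) with 100 µM. The other primers lost rpm accordingly, with a median of 0.48 and 0.53 higher on the log2 scale in the libraries without IPTG than with 100 µM.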

The relative expression across different IPTG concentrations measured from 12 *lacZ*-targeting second-strand primers agreed well with that calculated from whole-transcriptome BaM-seq (Figure 4D). 

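The *lacZ* signal increased with each IPTG concentration. The median rpm of the 12 primers, relative to 100 µM, was 0.00790 and 0.00631 in the libraries without IPTG, a mean of 0.00710 ± 0.00113 (SD, n = 2). It was 0.0403 with 10 µM, 0.112 with 20 µM and 0.238 with 30 µM. In rpm these medians were 195 and 155 without IPTG, 991, 2769 and 5871 with 10, 20 and 30 µM, and 24624 with 100 µM. The step from 0 to 10 µM was many times the difference between the 2 libraries without IPTG. Across the 6 libraries, Spearman's rho of IPTG concentration and median rpm was 0.986 (exact permutation test, two-sided, p = 0.00556) and Pearson's r was 0.994 (exact permutation test, p = 0.00278), 2 relations in all. Without the libraries with 100 µM and the first without IPTG, r was 0.966 over the remaining 4 (exact permutation test, p = 0.0833, the smallest that so few allow). With reads of the other primers as denominator, the relative values were 0.00560, 0.00447, 0.0288, 0.0824 and 0.180 in the order of rising concentration. The paper concludes that the relative expression from these primers agreed well with that from whole-transcriptome BaM-seq, whose libraries were not analysed here.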

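Each of the 12 *lacZ* primers rose at every step from 10 to 100 µM IPTG, and 11 of the 12 were lowest in the libraries without IPTG. Read numbers of single primers were 53 to 1239 with 10 µM, 388 to 2687 with 20 µM and 632 to 7027 with 30 µM. Without IPTG they were 24 to 324 in the first library and 2 to 266 in the second. The lacZ_45 primer was as high in the second library without IPTG as with 10 µM, at 0.0247 of its level with 100 µM in both. The median log2 fold change of the 12 primers against 0 µM, from edgeR with dose as a factor, was 1.93 at 10 µM, 3.79 at 20 µM, 4.31 at 30 µM and 6.72 at 100 µM. The quasi-likelihood test has 1 residual degree of freedom, from the 2 scattered libraries without IPTG, so a primer that misses its threshold is not shown to be unchanged. None of the 12 passed an adjusted p of 0.05 at 10 or 20 µM, and 7 and 10 had an unadjusted p under 0.05. At 30 µM 2 primers passed and at 100 µM 6, and with reads of the other primers as library size 2 passed at 100 µM.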

We were also able to measure gene expression changes with single second-strand primers at all but the lowest expression levels of *lacZ*. 

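The 12 *lacZ* primers gave similar relative values with 20 and 30 µM IPTG and scattered without inducer. Highest and lowest primer differed 1.42-fold with 20 µM, 1.71-fold with 30 µM and 3.51-fold with 10 µM. Without IPTG they differed 11.4-fold in the first library and 29.7-fold in the second. All 12 primers lay within 2-fold of the 12-primer value with 20 and 30 µM, 11 with 10 µM, and 7 and 6 in the libraries without IPTG. Between the libraries without IPTG, 8 of the 12 primers differed by more than 2-fold and 3 by more than 5-fold. The largest difference was that of lacZ_87, 22.6-fold at 48 and 2 reads. The lacZ_45 primer differed 11.6-fold in the other direction, at 24 and 262 reads. With 100 µM, the rpm of the primers themselves spanned 9.67-fold, from 5256 for lacZ_87 to 50845 for lacZ_59.

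**Figure D3:**
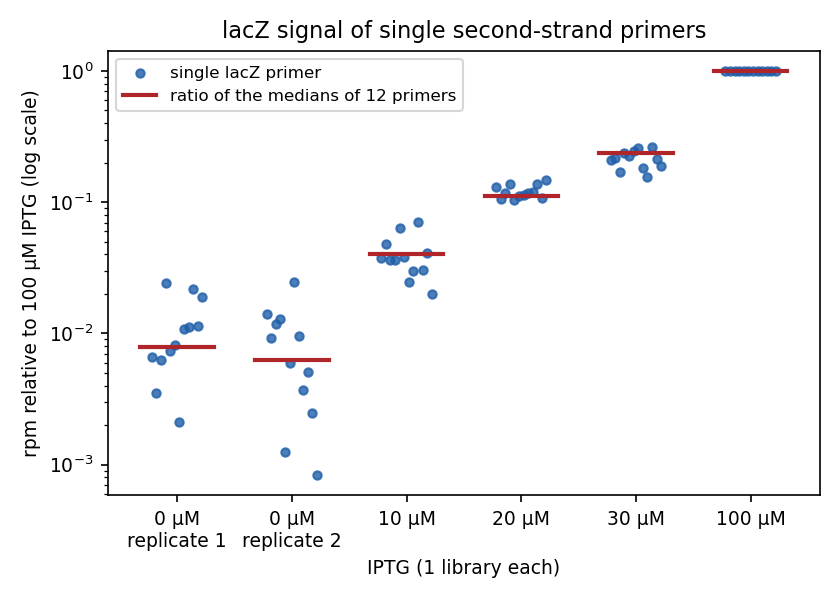
Rpm of each of the 12 *lacZ* primers (points) relative to the library with 100 µM IPTG (y axis, log scale) in the 6 libraries by IPTG concentration (x axis), with lines at the ratio of the 12-primer medians. The points spread 11.4-fold and 29.7-fold without IPTG and 1.42-fold with 20 µM.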

Expression changes measured by single primers were within ∼2-fold of those measured without targeting, except for strains grown without IPTG, where signal measured between primers differed >10-fold (Supplementary Figure S3B). The leaky expression of *lacZ* without IPTG is lower than that of 1200 endogenous *B. subtilis* genes. Thus, while single primers are likely sufficient to quantify the expression of many abundant transcripts, use of additional primers is recommended for capturing lowly expressed genes. Lastly, our targeted approach was able to estimate relative gene expression levels between endogenous transcripts targeted in our experiment, with increased agreement with non-targeted approaches if expression was measured with multiple second-strand primers (Supplementary Figure S3C, *R* = 0.77 between median primer reads from TBaM-seq and BaM-seq, *R* = 0.99 for genes with >8 primers). Together, these results demonstrate that TBaM-seq provides robust measurements for differential expression of the same gene across different conditions. 

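In most genes, primers of the same gene differed more from each other than between barcodes. This held for 23 of 28 genes, while 5 (*infC*, *lysC*, *metK*, *metN* and *pbuG*) had the larger SD between barcodes. In the 12 barcode libraries, the 28 genes with at least 2 pool 1 primers had a median of 4.44-fold between their highest and lowest primer. The difference was smallest for *metK*, 1.01-fold, and largest for *rplT*, the gene of a ribosomal protein, 469-fold. It exceeded 10-fold in 9 genes. The median SD of log2 rpm between the primers of a gene was 1.30, and the median SD of 1 primer between barcodes was 0.41 in these genes. Of the 4 genes with more than 8 primers, *tsf* spanned 52.3-fold over 10 primers around a median of 26437 rpm. The 9 primers of *dnaA*, the replication initiator gene, spanned 74.5-fold around 3987 rpm. Those of *polA* spanned 18.7-fold around 892 rpm, and those of *tyrS* 10.0-fold around 5175 rpm. The *tsf* gene lies at 1718775 to 1719656 on the chromosome and *rplT* at 2952224 to 2952583.

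**Figure D4:**
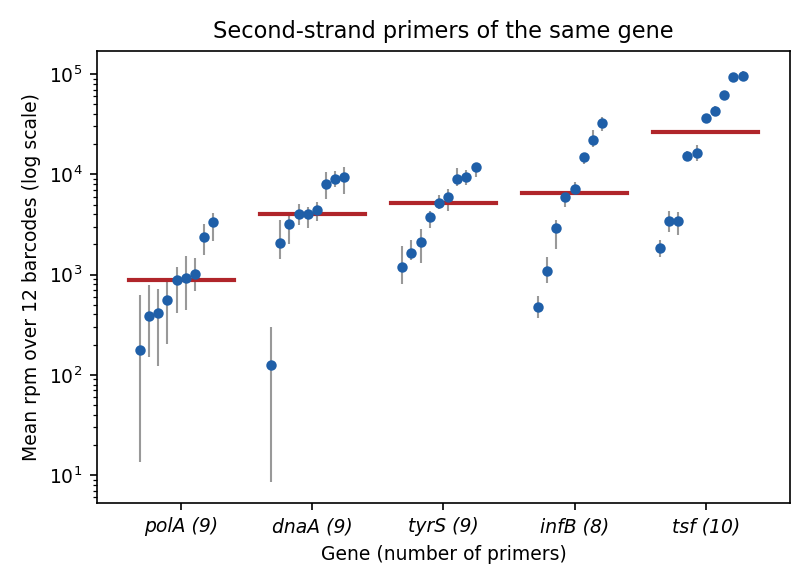
Mean rpm over the 12 barcodes (y axis, log scale) of each pool 1 primer of the genes with at least 8 primers (x axis, number of primers in brackets). Bars run from the lowest to the highest of the 12 libraries and lines mark the median of each gene, 26437 rpm for *tsf* and 892 rpm for *polA*.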

For comparing relative expression between different genes in the same condition, multiple primers per gene should be used.

### Redistribution of reads using TBaM-seq

We reasoned that we could further decrease the required sequencing depth by performing separate target-enrichment reactions for pools of genes with different expression levels. By capturing highly abundant transcripts in a separate reaction, it should be possible to measure the expression of these genes without redundantly counting them at the expense of more lowly abundant transcripts. To demonstrate this, we performed two second-strand synthesis reactions on the same pool of WT *B. subtilis* replicates with two distinct sets of primers (pool 1 and pool 2 primers). Pool 1 contained 112 primers targeting 32 genes, and pool 2 contained 50 primers targeting 50 of the most highly expressed genes. In non-targeted BaM-seq experiments, pool 1 genes receive only 20% of reads as compared to pool 2 genes (Supplementary Figure S4B). However, following two separate enrichment reactions and subsequent re-pooling and sequencing, we were able to enrich for pool 1 genes, such that pool 1 primers instead received 1500% the number of reads as pool 2 primers (Supplementary Figure S4A). 

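In each of the 12 libraries, pool 1 primers took many times the reads of pool 2 primers. The ratio of summed reads was 14.4 ± 1.14 (SD, n = 12 technical replicates), or 1436 ± 114%, and single libraries lay between 12.8 and 16.8. The paper ran both second-strand reactions on the same pool of samples, so SDs over libraries do not cover variation between reactions or in their mixing. Pool 1 has more primers, and the mean per primer was 6.41 ± 0.509 times that of pool 2. Pool 1 primers had a median of 2101 rpm, from 59.4 rpm for abrB_4 to 96673 rpm for tsf_5. Pool 2 primers had a median of 609 rpm, from 12.0 rpm for the *yneF* primer to 21144 rpm for the *rplS* primer, which targets a ribosomal protein gene. The ratio of these medians was 3.47. The 10 highest primers held 58.0% of the reads of pool 1 and 65.5% of those of pool 2. From the change against the shares in non-targeted BaM-seq, which was not analysed here, the paper concludes that separate reactions redistribute reads to more lowly expressed transcripts.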

By altering the pooling ratio between two or more second-strand synthesis reactions, the number of reads dedicated to any given pool can be tailored to the specific experiment. Use of multiple primer pools can successfully redistribute reads to more lowly expressed transcripts, decreasing required sequencing depth and cost.

## DISCUSSION

We have developed a highly multiplexed RNA-seq protocol with an optional target-enrichment step that allows for high-throughput processing of many RNA samples at once. For both approaches, we have demonstrated that they produce consistent results across technical replicates, exhibit low levels of crosstalk between samples, and retain quantitative information measured by lower throughput methods. Our BaM-seq workflow rapidly converts fragmented RNA into barcoded cDNA in a single tube without requiring intervening clean-up steps. In addition to simplifying sample processing, this approach drastically reduces the cost of library preparation. Although this does not include the cost of rRNA removal, which must be performed prior to downstream processing, when paired with ‘do-it-yourself’ rRNA removal methods (36), our multiplex strategy represents a highly cost-effective approach for generating sequencing libraries.

The TBaM-seq protocol is able to enrich for transcripts of interest by over 100-fold while still accurately measuring their expression. Target selection is achieved through use of short 50-nt oligos comprised of a common handle and target-specific sequence. The ease of synthesizing short custom oligos means that primer pools can be readily obtained to tailor target-enrichment for specific experiments. There are several important factors to consider when designing such second-strand primers for a given application. First, second-strand primers should avoid homology to highly abundant transcripts to avoid off-target capture. In the bacterial RNA samples used here, rRNA comprises the vast majority of RNA molecules, and primers were thus designed specifically without rRNA homology. However, in different contexts, primer design may need to consider other abundant RNAs. Second, the number of second-strand primers per gene can be varied depending on the information desired. As primer efficiency for most primers is consistent between samples, our targeted approach can readily measure many gene expression differences between samples with just a single primer. However, as primer efficiency can vary from primer to primer, more primers should be used per gene to measure quantitative difference between expression of genes in a single sample, in order to average out inter-primer heterogeneity, or to accurately quantify the expression of lowly abundant genes.

Our targeted approach is accurate and reproducible for all but lowly expressed genes. Variability in measuring these low-abundance transcripts by our method may result from stochasticity in priming. Noise could therefore be reduced by increasing signal through the use of additional primers or by increasing the amount of input material. Although individual primers targeting *lacZ* yielded signals spanning an over 10-fold range in strains where *lacZ* expression was not induced, taking the median across these primers allowed for more accurate expression quantification that agreed with a non-targeted approach. Although we have demonstrated that rRNA removal is not required for quantification of most transcripts, depleting samples for such abundant RNAs would likely lower this limit of detection by both increasing the concentration of mRNA targets of interest as well as reducing non-specific interactions in the second-strand synthesis reaction. rRNA depletion may therefore facilitate the capture of rare transcripts.

We have also demonstrated how TBaM-seq can be used to redistribute reads and thereby decrease the sequencing depth required to measure the expression of lowly abundant transcripts. With traditional RNA-seq approaches, 20 million mRNA reads are required to cover the top 1000 genes in the *B. subtilis* transcriptome with at least 100 reads per gene. By contrast, capturing these transcripts in five separate second-strand synthesis reactions, each targeting 200 similarly expressed genes, can in principle reduce the required number of reads over 20-fold to 700,000 (see Materials and Methods). The reduction in required reads is even more dramatic when considering measurement of a set of genes comprising > 99% of the *B. subtilis* genome, decreasing the required depth 1000-fold from 4 billion reads to 4 million (8). Ability to capture the lowest abundance transcripts may be achievable by increasing the input material or using more primers per gene, as described above.

Lastly, whereas our target-enrichment protocol was developed to be compatible with our BaM workflow, it can in theory be applied to any cDNA library and therefore represents a highly adaptable tool. This approach may be particularly useful for applications such as measuring pathogen mRNAs in host-pathogen pools, or capturing species-specific transcripts from multi-microbial communities. Additionally, while both methods were designed and tested to streamline processing of bacterial samples, they could also serve as useful tools for sequencing eukaryotic samples, particularly non-adenylated and low abundance RNAs.

The protocols described here represent an alternative RNA-seq approach that allows for highly multiplexed library generation. Our early barcoding provides the ability to easily scale up experiments with little increase in time or cost required to generate sequencing-ready libraries. Addition of a targeting step further decreases the cost of downstream sequencing by decreasing the required sequencing depth. Together, these methods allow for accurate and easy measurements of bacterial transcriptomes.

## DATA AVAILABILITY

Published sequencing datasets analyzed in this paper are available from the Gene Expression Omnibus repository with accession numbers GSE162169 (TBaM-seq v. Rend-seq comparison), GSE129161 (TBaM-seq barcode switching) and GSE95211 (calculation of read reduction through tiering). All sequencing data generated as part of this study can also be downloaded with accession number GSE206425.

## Supplementary Material

lqad017_Supplemental_Files

## Notes

Present address: Grace E. Johnson, Department of Molecular Biology, Princeton University, Princeton, NJ, USA.

Present address: Darren J. Parker, Evozyne Inc., Chicago, IL, USA.

Present address: Jean-Benoit Lalanne, Department of Genome Sciences, University of Washington, Seattle, WA, USA.

# Supplementary material for: BaM-seq and TBaM-seq, highly multiplexed and targeted RNA-seq protocols for rapid, low-cost library generation from bacterial samples
**Source:** NAR Genom Bioinform. 2023 Mar 3;5(1):lqad017. doi: 10.1093/nargab/lqad017

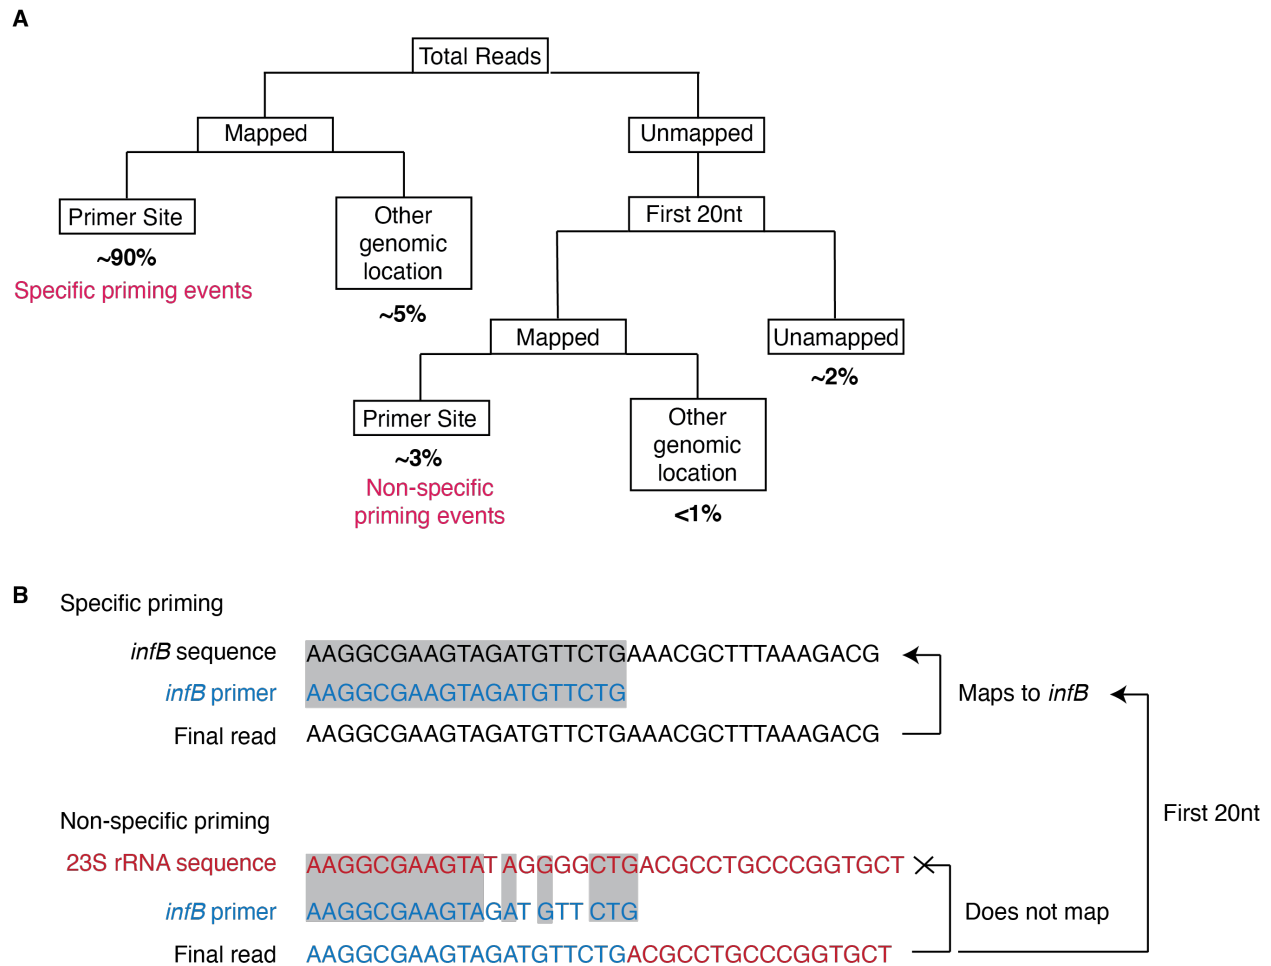

Figure S1. Identifying specific and non-specific priming events following sequencing of TBaM-seq samples. (A) Schematic of read mapping to identify specific and non-specific priming events. Reads that map to a specific primer site are characterized as specific priming events (~90% of reads). The first 20 nt of unmapped reads are re-mapped and those that map to a primer site are characterized as non-specific priming events (~3% of reads). Remaining reads map to other genomic locations or do not map to the *B. subtilis* genome. (B) Example of a non-specific priming event resulting from a primer with shared sequence identity to 23S rRNA. Complementarity between the 5' end of the primer and cDNA molecules generated from the 23S rRNA is sufficient to prime second-strand synthesis at this off target site. Resulting reads are comprised of a chimera of the primer sequence and region downstream the off-target priming site.

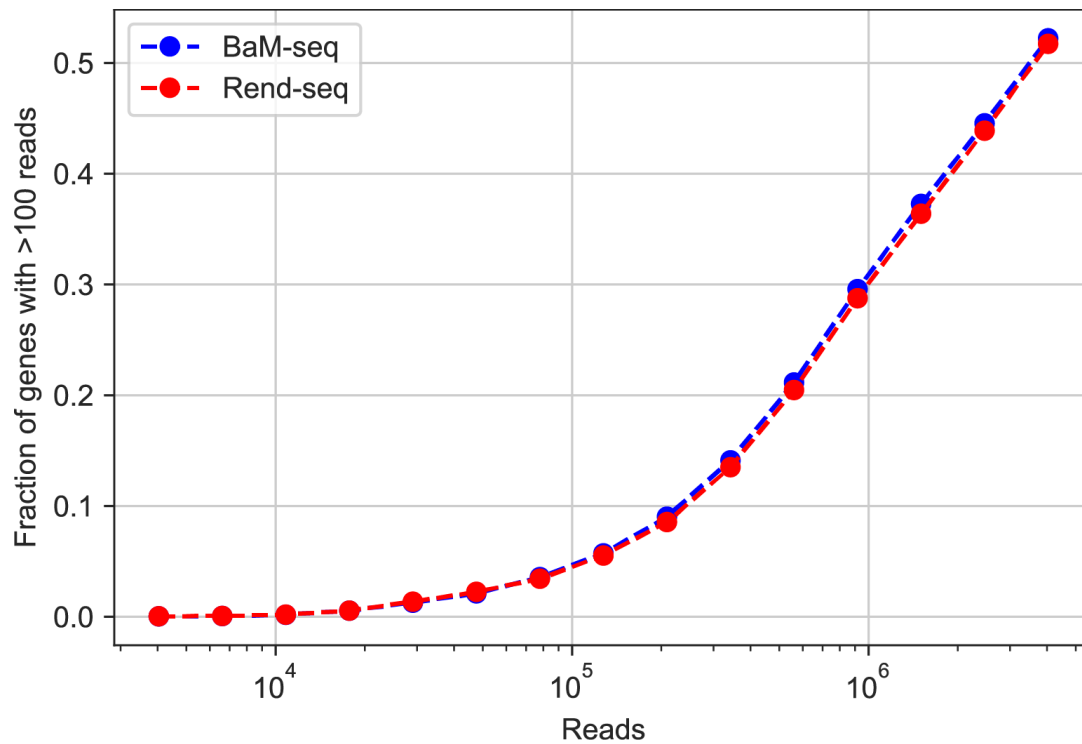

Figure S2. Comparison of BaM-seq and Rend-seq sensitivity. Read-level subsampling was performed on a representative BaM-seq and Rend-seq sample and the fraction of total genes with greater than 100 reads calculated for each subsampling.

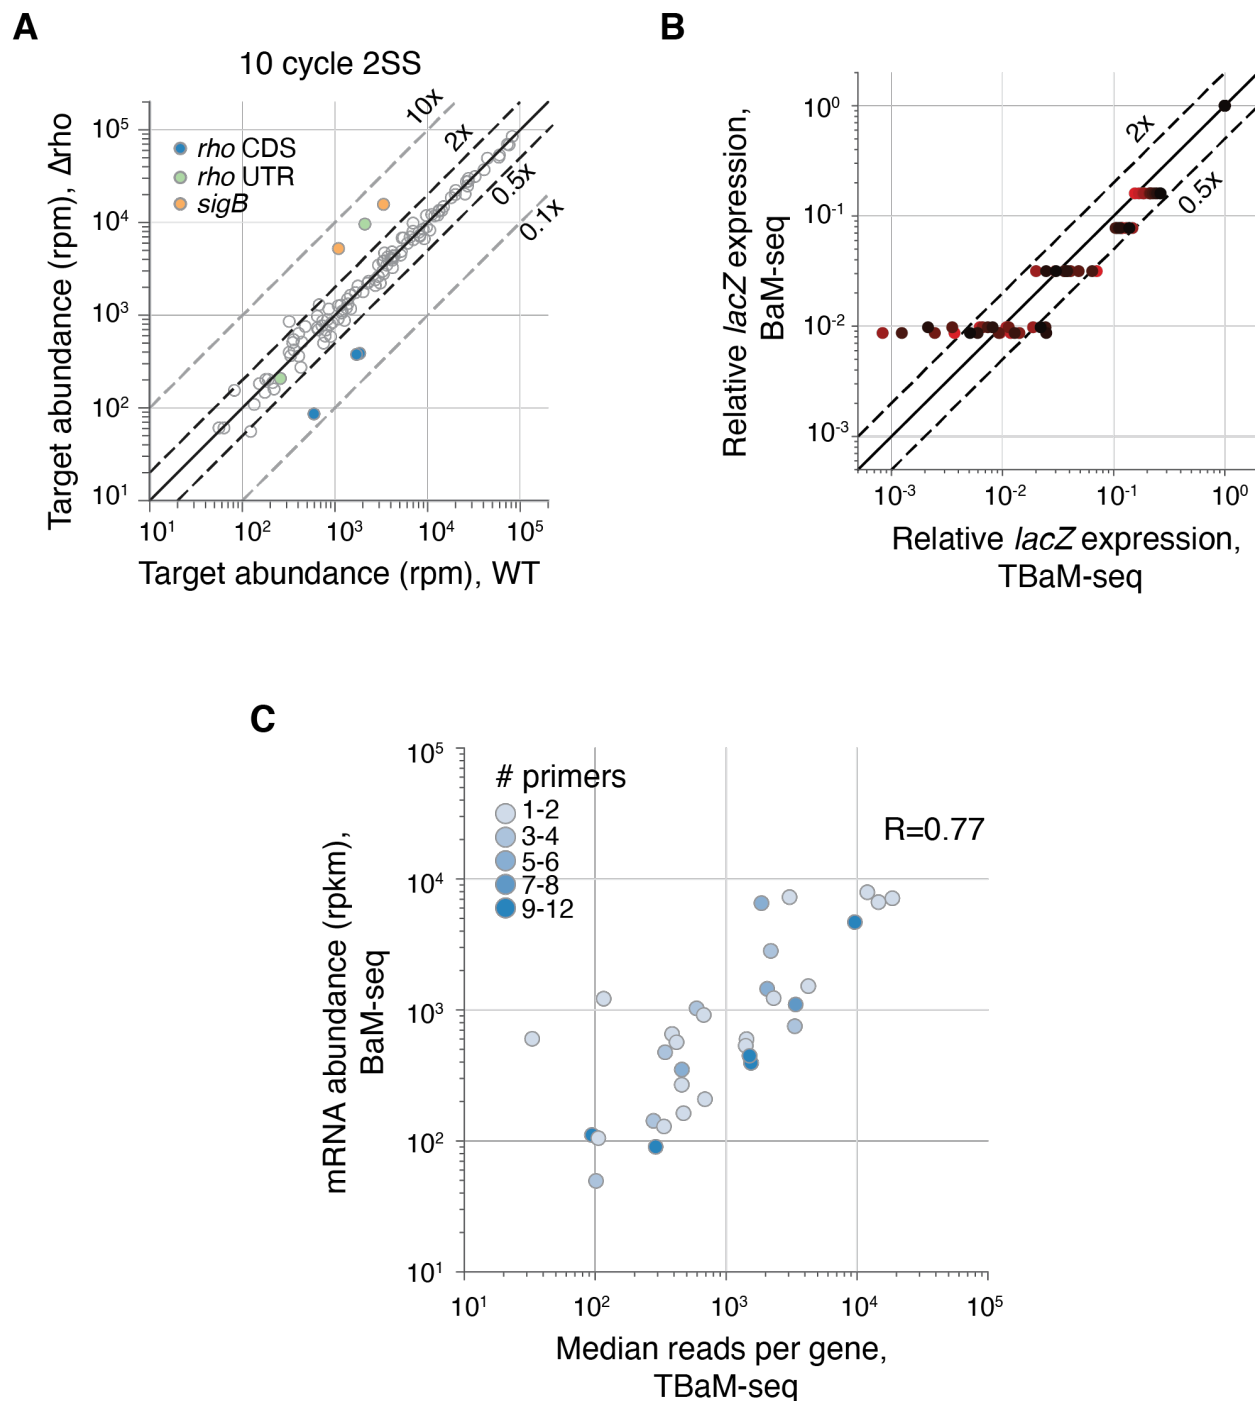

Figure S3. Additional validation of TBaM-seq workflow. (A) Reads per million primer-mapping reads across primers between WT and $\Delta\rho$ samples, as in Fig. 4C, but with libraries generated with a second strand synthesis reaction with 10 cycles rather than 1. Primers targeting *rho* CDS and UTR, as well as those targeting *sigB* are highlighted. (B) *lacZ* expression relative to sample with highest *lacZ* induction. Expression for BaM-seq samples calculated as in Fig. 4D.

Expression for TBaM-seq samples is calculated as rpm for each *lacZ*-targeting primer and each primer plotted as a distinct color. (C) Comparison of relative gene expression for targeted genes (for pool 1 primers, as described by Fig. S3). Gene expression in BaM-seq calculated as rpkm. Gene expression in TBaM-seq calculated as median normalized reads across gene targeting primers.

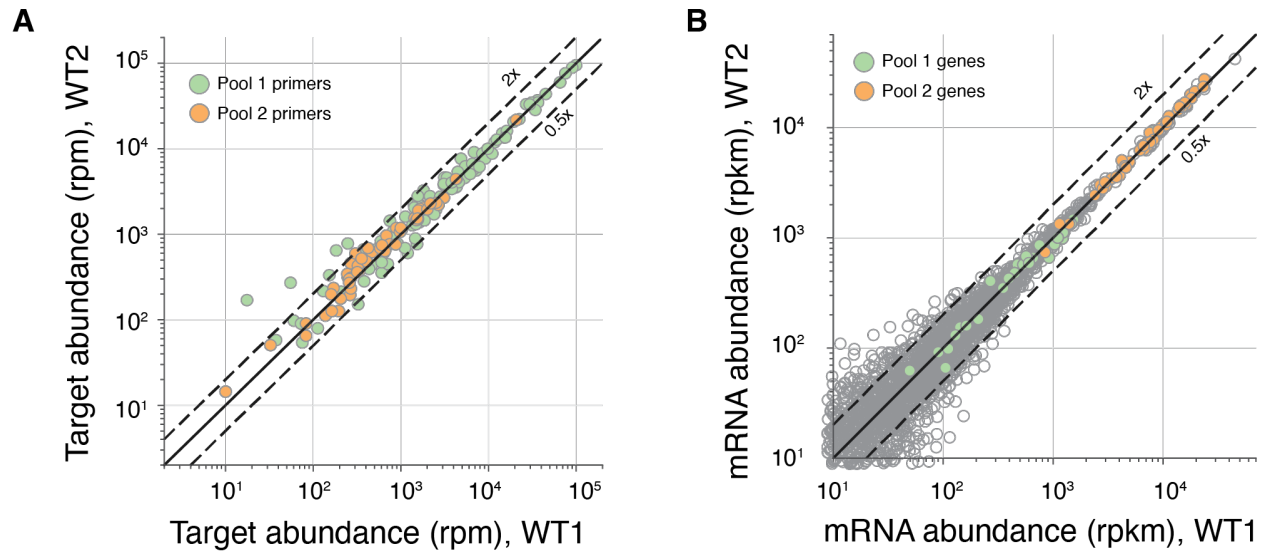

Figure S4. Redistribution of reads. (A) Two pools of primers, pool 1 and pool 2, were used to capture transcripts in two separate second-strand synthesis reactions. Following PCR, samples were re-pooled and sequenced. Normalized reads per primers in each pool are highlighted. (B) Relative expression across two BaM-seq samples. Genes targeted by pool 1 or pool 2 primers are highlighted.

Supplementary Data

Summary_mapped_reads.xlsx

Breakdown of specific and non-specific reads in TBaM-seq datasets.

TBaM-seq primers.xlsx

Gene specific sequences for TBaM-seq 2nd strand synthesis primers

Supplementary Methods

MULTIPLEX RNA-SEQ PROTOCOL

Input into this protocol is DNase treated, rRNA depleted RNA

Fragmentation

- Set up **250 ng RNA** in 10 μ L ddH₂O on a cold block
- Add 1 μ L 10x Fragmentation reagent, briefly vortex to mix and spin down
- Incubate 95°C for 1 min 45 seconds & return to cold block
  - Best practice is to only perform up to 4 samples at one time to reduce fragmentation time variation
- Add 1.1 μ L 10X Stop Solution
- Briefly mix & spin down
- Add 40 μ L DEPC H₂O & 100 μ L Oligo Binding Buffer (Zymo)
- Vortex to mix & spin down
- Move to a fresh tube containing 400 μ L 100% Ethanol & Vortex
- Transfer to Zymo Oligo Clean & Concentrator Column & spin 30s
- Decant flowthrough & add 750 μ L Wash Buffer
- Spin 30s, decant, spin another 1 min
- Add 16 μ L DEPC H₂O to column, let stand 1 min, spin 30s

One Pot RT reaction [4 Hours]

- Combine in strip tube on cold block:
  - 16 μ L RNA
  - **4 μ L PNK Master Mix:**
    - 2 μ L 10X PNK Buffer
    - 0.25 μ L SUPERase*In
    - 1.25 μ L DEPC H₂O
    - 0.5 μ L PNK enzyme
- Incubate 37°C for 60 min, 75°C for 10 min
- Add **10 μ L PolyA Master Mix:**
  - 3 μ L 500 mM KCl
  - 3 μ L 10 mM ATP
  - 2 μ L 5X FS Buffer (From Superscript III enzyme)
  - 0.25 μ L SUPERase*In
  - 1.25 μ L DEPC H₂O
  - 0.5 μ L E. Coli PolyA Polymerase (NEB M0276)
- Incubate 37°C for 30 min, 75°C for 10 min
- Add **1 μ L 25 uM RT Barcoding Primer**
- Incubate 65°C for 5 min & return to cold block
- Add **Reverse Transcription Master Mix:**
  - 3 μ L 0.1M DTT
  - 2 μ L 10 mM dNTP mix
  - 2 μ L 5X FS Buffer

- 1.25 μ L DEPC water
- 0.25 μ L SUPERase*In
- 0.5 μ L SS III RT Enzyme
- Incubate 50°C for 60 min, 75°C for 10 min
- **Pool all samples** into a single 1.7 mL tube & mix thoroughly
- Add 1/10 volume 1M NaOH & vortex briefly
- Incubate 95°C for 15 minutes

cDNA Size selection Gel [4 hours]

- Remove 180 μ L pooled sample and add 90 μ L 2X Urea loading buffer
- Heat samples for 2 min @ 75°C
- Load onto 8 lanes on 10% TBU gel
- Run gel at 200V for 1.5 to 2 hours
- Cut bands from >100 – 120 nt (see below for representative gel)
- Extract and precipitate*
- Dissolve pellet in 20 μ L 10 mM Tris 8

3' end ligation [overnight]

- Add:
  - 10 μ L Size-selected cDNA as substrate
  - 5 μ L 100uM p214
  - 3 μ L DEPC water
  - 5 μ L 10X T4 DNA Ligase Buffer
  - 5 μ L 5M Betaine
  - 20 μ L PEG 8000
  - 2 μ L T4 DNA Ligase
- Complete one reaction with 1 pmol oDJP208 as a ligation control
- Incubate at 16°C for 10 hours, 4°C overnight
- Heat to 75°C for 10 minutes to denature enzyme
- Clean up reaction with Zymo Oligo Clean & Concentrator column
- Elute in 10 μ L 10 mM Tris 8
- Add 10 μ L 2X Urea Loading dye
- Heat 95°C for 2 minutes
- Run out on a 10% TBU gel for 1 hour 45 minutes
  - Save one lane for oDJP208, oDJP209, control (oDJP208) reaction
- Cut band from ~135 – 155 (see below for representative gel)
- Extract and precipitate*
- Dissolve pellet in 20 μ L 10 mM Tris 8

Library prep PCR [2 hours]

- Set up 5 PCR reactions per sample – 6, 8, 10, 12, 14 cycles
- Make master mix:
  - 5 μ L Ligated DNA
  - 6 μ L 10 uM oDP161

- 6 μL 10 uM oDP128
  - 6 μL 10 mM dNTP mix
  - 24 μL 10X Q5 buffer
  - 60 μL water
  - 2 μL Q5 polymerase
- Aliquot 20 μL mix into 5 tubes, one for each cycle
- PCR Protocol
  - 98° - 30s
  - X cycles:
    - 98° - 10s
    - 60° - 10s
    - 72° - 7s
  - Pull tubes after elongation cycle completes!
  - 72° - 20s
- Add loading dye & run on 8% TBE gel at 180V for 55 minutes
- Cut PCR bands (see below for representative gel) – want to use lowest PCR cycle number that still provides enough product for sequencing in order to minimize PCR jackpot effects
- Extract and precipitate*
- Dissolved in 10 μL 10 mM Tris 8
- Send for sequencing!

Repeated Protocols, Buffers, Reagents

Precipitation Protocol:

1. To RNA or DNA add up to 300 total μL appropriate 10 mM Tris buffer (7 for RNA, 8 for DNA), 33 μL (1/10 volume) 3M Sodium Acetate pH 5.5, 2 μL Glycoblue reagent
2. Briefly vortex or mix by pipet & briefly spin down
3. Add 900 μL (3 volumes) 100% cold ethanol and briefly vortex
4. -80° freezer for at least 30 minutes
5. Spin in 4° centrifuge for 30 minutes
6. Decant ethanol and add 500 μL 70% cold ethanol
7. Spin for at least 5 more minutes
8. Decant and remove excess ethanol by pipet
9. Air dry for 5 minutes and then add appropriate water/Tris buffer

Gel extraction protocol

1. Pierce an 0.5 mL tube with an 18 gauge needle and put it inside a non-stick 2 mL screw cap tube.
2. Excise gel piece and place inside 0.5 mL tube.
3. Spin the nested tubes 3 min @ 20,000 xG to force the gel through the needle hole. Shake any residual gel from the small tube into the larger tube.
4. Add 500 μL DEPC water to gel pieces and incubate 10 minutes @ 70 C.
5. Vortex gel slurry >15 seconds and use cut p1000 tip to transfer gel mixture to Costar Spin-X column.
6. Centrifuge 3 min @ 20,000 xG to recover the elution mixture free of gel debris.
7. Transfer eluate to new non-stick tube.
8. Add 2 μL glycoblue, 45 μL 3M NaOAc for RNA (3M NaCl for DNA) to eluate.
9. Add 750 μL isopropanol and mix well, precipitate at least 30 minutes at -20 or -80 C.
10. Spin 30 minutes @ 20,000 xG @ 4 C to pellet nucleic acids.
11. Remove supernatant, wash pellet in 750 μL 80% ice-cold EtOH.
12. Spin >5 minutes, remove supernatant and air-dry.
13. Re-suspend in water or 10 mM Tris 7.

Primers & Oligos & Enzymes

Commercial Enzymes & Reagents

**Enzyme**	**Supplier**	**Catalog Number**
Fragmentation Reagent	ThermoFisher Scientific	AM8740
T4 Polynucleotide Kinase	NEB	M0201S
E. coli PolyA Polymerase	NEB	M0276L
Superscript III Reverse Transcriptase	ThermoFisher Scientific	18080093
T4 DNA Ligase	NEB	M0202M
Q5 DNA Polymerase	NEB	M0491L

General Reverse Transcription primer - CAAGCAGAAGACGGCATACGAGAT XXXXXX
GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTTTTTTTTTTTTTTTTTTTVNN

Reverse Transcription Primers

**BC#**	**DJP<br>Olig<br>o#**	**Sequence**	**BC#**	**DJP<br>Oligo#**	**Sequence**	**BC#**	**DJP<br>Oligo#**	**Sequence**
BC1	190	AAGTCC	BC20	244	CTACTA	BC39	1684	TCGTAA
BC2	191	ACTGCA	BC21	248	CTTGTT	BC40	1685	AACCCT
BC3	192	AGAACT	BC22	249	GACCAA	BC41	1686	TGGGAT
BC4	193	AGTCAC	BC23	1668	GATAGT	BC42	1687	GGGTTA
BC5	194	ATCATG	BC24	1669	GCAACA	BC43	1688	AGAGGA
BC6	195	CACGAT	BC25	1670	TTCGCA	BC44	1689	GAAGCT
BC7	196	CATGTC	BC26	1671	AGCTTT	BC45	1690	CTGCAT
BC8	197	CTGGTA	BC27	1672	ACAAGC	BC46	1691	TCCAGA
BC9	198	GAGCTT	BC28	1673	TATCGA	BC47	1692	ATCGGT
BC10	199	GATTCG	BC29	1674	CAAAGA	BC48	1693	GTATTC
BC11	200	GCTCAA	BC30	1675	TAGACA	BC49	1694	TCCGTT
BC12	201	GTCTGA	BC31	1676	CTAGAG	BC50	1695	CCAATT
BC13	202	TCACTG	BC32	1677	GCTATG	BC51	1696	CACTCA
BC14	203	TGCTAG	BC33	1678	AAGGAG	BC52	1697	CTTAGC
BC15	204	TGTTGC	BC34	1679	CCTTAG	BC53	1698	TACTGT
BC16	205	TTGAGT	BC35	1680	TCTACT	BC54	1699	CAATAC
BC17	241	ATGAAC	BC36	1681	ATACCC	BC55	1700	GGACAT
BC18	242	TATGCG	BC37	1682	TGAAAC	BC56	1701	AACGTA
BC19	243	GCGAAT	BC38	1683	GTAAGG	BC57	1702	TGGATG

cDNA Ligation oligos

DJP Oligo #	Use	Sequence
oDJP214	Ligation Oligo	AGATCGGAAGAGCGTCGTUCTGAUCTNNNN
oDJP208	Oligo for control reaction	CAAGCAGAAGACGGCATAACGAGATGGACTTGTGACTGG<br>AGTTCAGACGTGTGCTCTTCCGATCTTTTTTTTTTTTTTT<br>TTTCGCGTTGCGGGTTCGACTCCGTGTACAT
oDJP209	Final product control oligo	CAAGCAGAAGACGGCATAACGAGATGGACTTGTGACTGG<br>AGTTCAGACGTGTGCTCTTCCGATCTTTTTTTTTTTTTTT<br>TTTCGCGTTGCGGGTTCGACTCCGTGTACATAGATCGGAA<br>GAGCGTCGTTCTGATCTNNNNNN

PCR Primers

DJP Oligo #	Alt. name	Sequence
oDJP121	oDP007	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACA<br>CGACGCTCTTCCGATCT
oDJP161	oDJP010	CAAGCAGAAGACGGCA

Sample gels

Post-RT gel

o199 Control Oligo

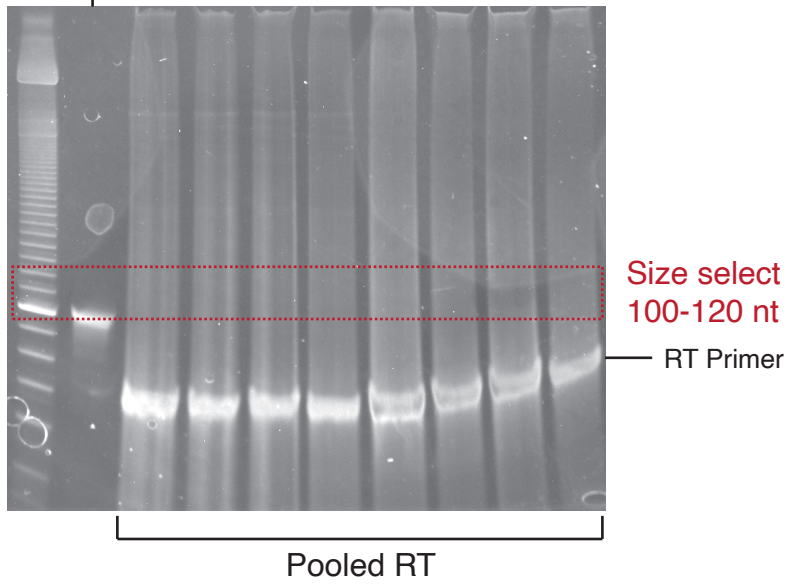

Post ligation gel

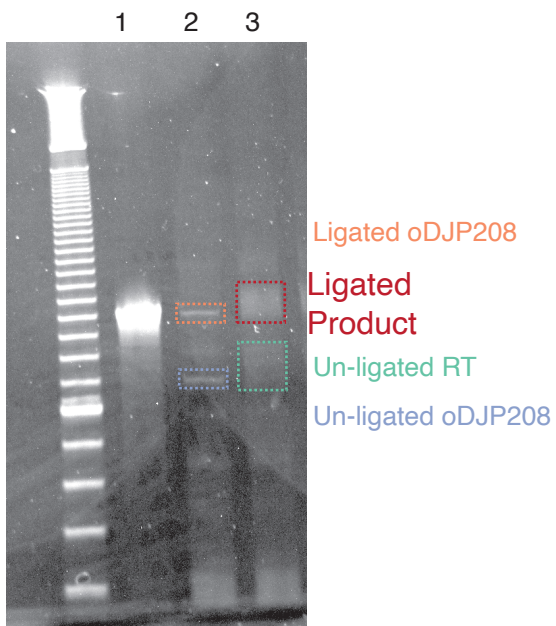

Final PCR

Cycles:

6   8   10   12   14

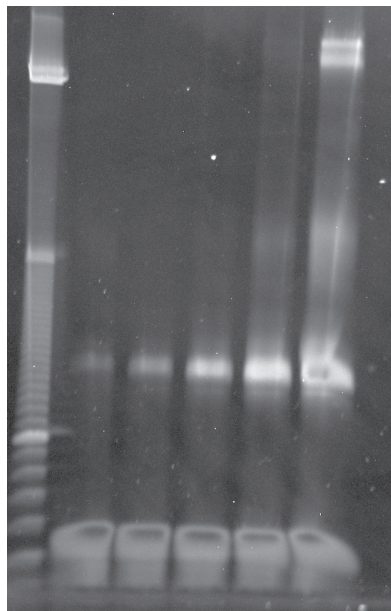

— Final Product

— oDP007

TARGETED RNA-SEQ PROTOCOL

Input into this protocol is barcoded, and pooled RT product generated as described above with the following differences:

- *rRNA depletion is not necessary; total DNase treated RNA samples can be used as input*
- *Run fragmentation reaction for 30s*
- *A minimum of 6 samples must be pooled to ensure enough material is present for second strand synthesis reaction*

Size Selection [4 hours]:

- Remove 240 µL pooled RT reaction product and add 120 µL 2X Urea loading buffer
- Heat samples for 2 min @ 70°C
- Load onto 16 lanes over two 10% TBU gels
  - It is important to not run any control oligos on this gel, as these can contaminate the second strand synthesis reaction
- Run 1 hr. 45 min. @ 200V
- Cut bands from 115 – 135 nt
- Extract and Precipitate as described above;
- Dissolve pellet in 40µL 10 mM Tris 8

2nd Strand Synthesis:

- Combine:
  - 32 µL 5x Phu HF Buffer
  - 3.2 µL 10 mM dNTPs
  - x µL Primer Mix (add 1 pmol of each primer)
  - 4.8 µL DMSO
  - 1.6 µL Phu Polymerase
  - 40 µL RT rxn
  - H₂O to 160µL
- Split reaction over 8 PCR tubes (20 µL each)
- Incubate:
  - 98°C, 30s
  - 58°C, 15s
  - 72°C, 30s
  - 4°C, ∞

Second strand synthesis primers contain a gene specific sequence, with the following common 5' end: CTTTCCTACACGACGCTCTTCCGATCT

Size Selection [4 hours]:

- Add 10 µL 2X Urea Loading Buffer to each reaction.
- Heat 70°C, 2 min
- Run over 8 lanes on 10% TBU gel, 1hr 45 min @ 200V

- Do not run anything else on this gel (besides ladder)!
- Cut 145 – 165 nt
  - Cannot see material to cut on gel
- Extract and precipitate
- Dissolve pellet in 20μL Tris8

Library Prep PCR:

- Final PCR as above for multiplex RNA-seq with 16, 18, 20, 22, 24 cycles

Sample gels

Post second strand synthesis

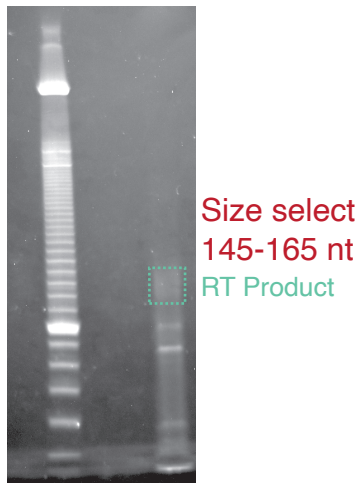

Final PCR

The desired product is the top band of a set of 3 bands. The smaller two bands are nonspecific product that are also seen when RT product rather than 2nd strand synthesis product is used as the input material for the PCR.

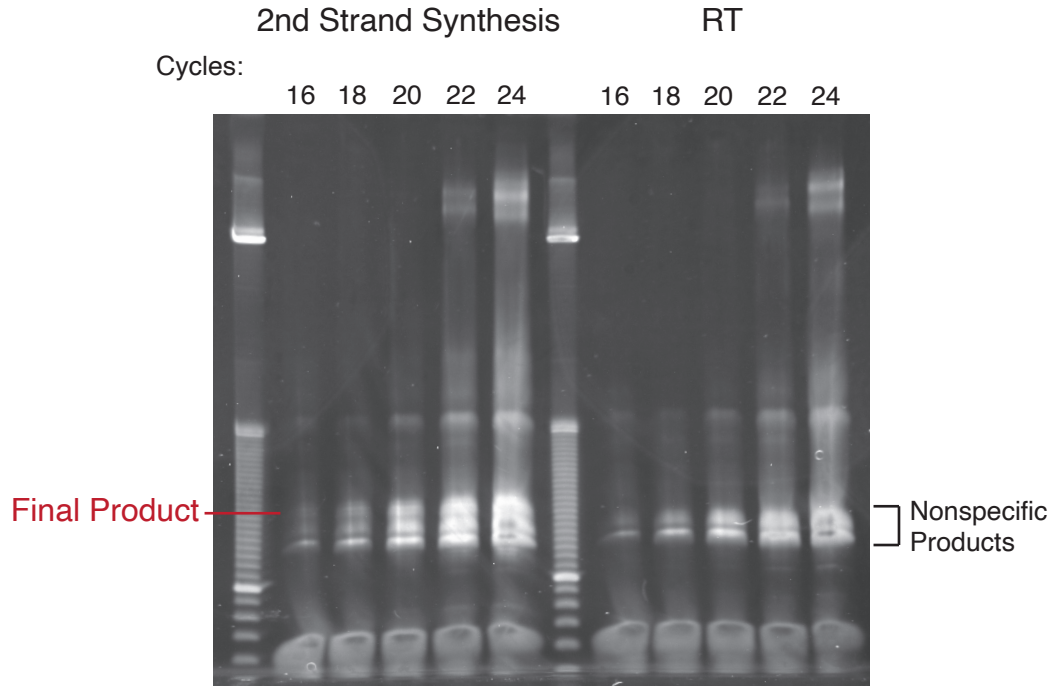

**Supplement:** lqad017_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

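The deposited tables of 3 TBaM-seq experiments with *Bacillus subtilis* were used: 12 libraries of wild-type RNA with different barcodes, 12 libraries of WT and Δ*rho* cells with 1 or 10 cycles of second-strand synthesis, and 6 libraries of an IPTG titration of *lacZ*. Their values are read counts per second-strand primer. The authors made these counts before deposition by removing poly(A) tails with cutadapt, mapping reads with Bowtie to the *B. subtilis* 168 genome (up to 2 mismatches, 1 alignment reported) and matching mapped positions to priming locations. The versions of Bowtie and cutadapt are not given in the sources used here. The tables held whole numbers whose totals differ between libraries, and all of their 30 sample columns were used. Samples were assigned to conditions by their column names.

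Counts were scaled to rpm by the primer reads of each library, as the paper describes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for descriptive values and figures. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 was used for tests. Correlations between barcodes used log10 reads of primers with at least 1 read in both libraries. Intervals of shares are Wilson intervals, those of residual *rho* signals are exact Poisson intervals on the Δ*rho* reads, and those of the ratios between barcodes 4 and 5 rest on exact Clopper-Pearson limits. Bootstrap intervals used 2000 draws of primers, and permutation tests across primers used 100000 permutations.

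For the Δ*rho* experiment, 1 model with 4 groups was fitted to the 12 libraries with edgeR's quasi-likelihood method, with total primer reads as library size. It tested Δ*rho* against WT at each cycle number, the interaction of genotype and cycles, and 10 against 1 cycles in WT. P-values were adjusted by the Benjamini-Hochberg method over the primers tested, at a threshold of 0.05. Lists of ribosomal proteins, translation factors, *tyrS*, *gapA* and *cggR*, transition state and stress regulators, nitrogen, lysine and methionine genes, purine metabolism, DNA replication, the *nusA-infB* and *infC-rpmI-rplT* operons and *rho* were tested with camera (correlation 0.01, or estimated) and fry where at least 5 primers were counted. The primers named are those of *rho*, *sigB*, *polA*, *spo0E*, *lysC*, *glnR* and *lacZ*, which the paper names, the 10 with the largest change past the threshold in each comparison whose groups do not overlap, and in the barcode experiment the most and the least variable. Other names were chosen after their values were seen: *alsT*, the other primers of *gapA*, *cggR*, *tyrS*, *infB*, *tsf* and *dnaA*, and the genes set beside them for contrast.

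The depth of each library is given at its experiment. Precision is lowest for single primers with few reads, such as rho_3 with 4 reads in Δ*rho*, whose interval is given with its value. The edgeR test was tested on simulated data of 119 primers with 20 changed, in 10 sets per comparison. With total primer reads as library size it called 100% of 4-fold, 98.6% of 2-fold and 81.4% of 1.5-fold changes between cycle numbers in WT, and 6.36% of unchanged primers. For Δ*rho* against WT with 1 cycle it called 100%, 85.7% and 57.1%, and 2.12% of unchanged primers. For the interaction it called 78.3%, 74.3% and 37.1%, and 0.707%. With TMM scaling, unchanged primers were called at 1.01%, 0.606% and 0.505% in the same order. With the simulated depth known, they were called at 1.01%, 0.505% and 0.505%. With total primer reads, false calls thus exceeded the share of calls that the threshold allows, between cycle numbers and for Δ*rho* with 1 cycle. The simulated changes were at most 4-fold, in 20 primers. The data had 92 called primers between cycle numbers in WT, and sigB_2 rose 7.07-fold in Δ*rho* with 1 cycle. Whether the simulated rates of either scaling hold for such data was not tested. The comparison with Poisson noise, tested on simulated counts of 156 primers, gave a ratio of 0.971 without added variation, and recovered an SD of 0.489 where 0.5 was put in.

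Before the data were examined, 38 alternative settings were chosen, among them TMM scaling, DESeq2, limma-trend on log2(rpm + 1), other read minimums, 2 groups alone, each replicate left out and the replicate number as a block. A further 3 were added afterwards: library size without *rho* and *sigB* primers, and each primer pool alone for variability. The list of stress regulators was also tested without *sigB*, likewise afterwards. BaM-seq libraries were not analysed, nor were positions of primers on the genome, and the library with barcode 1 was left out of the share of reads at primer sites. The lists for cold shock and motility have no primer in the Δ*rho* table.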

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

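The tests of sequencing depth, molecule number, regroupings, expression differences, barcode switching and shared background were chosen only after the results were seen.

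With 1 cycle, spo0E_2 measured 154 rpm in WT replicate 5 and 48.1 to 74.2 rpm in the other WT libraries. Without that library its log2 fold change in Δ*rho* was 1.38 (adjusted p = 0.00807 from edgeR), against 1.04 (0.0922) with it. With 10 cycles, rho_3 measured 1519 rpm in WT replicate 4 and 1698 to 1710 rpm in the others, and rho_9 measured 257 rpm in WT replicate 1 and 478 to 519 rpm in the others. These 3 of 68 groups had 1 library far from the rest by Dixon's test, which chance gives in about 1 of 20 groups.

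In Δ*rho*, 26 primers of genes other than *rho* and *sigB* passed the edgeR threshold with 1 cycle (5 higher, 21 lower) and 6 with 10 cycles (4 higher, 2 lower), which the paper does not report on. The split with 1 cycle depends on the scaling: outside *rho* and *sigB* it was 17 higher and 9 lower with TMM scaling, 13 and 15 with DESeq2, and 14 and 12 with *rho* and *sigB* left out of the library size, a setting chosen after seeing the data. With only the 2 groups compared it was 1 and 10. At both cycle numbers glnR_5 was higher and gapA_6 and rplN_3 were lower, where independent calls would give 0.179 shared higher and 0.375 shared lower primers. Independence is not shown, since both comparisons came from 1 fit and the sources do not state that the 2 Δ*rho* libraries hold separate RNA samples. The overlap is therefore no test against chance. The gapA_6 primer was lower at both cycle numbers in each of these settings. Other settings added shared calls: spo0E_0 was higher at both cycle numbers with TMM scaling, DESeq2 and *rho* and *sigB* left out of the library size, gapA_2 was lower at both with TMM scaling and DESeq2, and abrB_3 was higher at both with DESeq2. With TMM scaling, rplN_3 was not called with 1 cycle (log2 fold change -0.16, adjusted p = 0.0591 from edgeR) and glnR_5 was not called with 10 (0.33, 0.0788). With 10 cycles, rplN_3 was also not called without WT replicate 2 (-0.22, 0.0512) or 3 (-0.21, 0.0519) or with *rho* and *sigB* left out of the library size (-0.18, 0.0628). Likewise, glnR_5 was not called without WT replicate 1 (0.40, 0.0620), 2 (0.39, 0.0615) or 4 (0.40, 0.0557), nor with 1 cycle when only the 2 groups were compared (0.40, 0.0569). The table also counts 12 primers that are absent from the paper's list of primer sequences, and 11 of them exceed 3 reads in a library.

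Pool 1 primers with few reads varied more between barcodes than pool 2 primers with as many, which were used in a separate reaction. Sequencing depth alone is excluded, since their SD was 3.99 times the Poisson SD. Low abundance of the whole gene is excluded as the full account, since within 11 genes with at least 4 primers SD and rpm were correlated at -0.682 (71 primers, permutation p = 1e-05, the smallest that the permutations can give). Capture of few molecules per primer before amplification may contribute and stays open: the slope of log10 excess variance on log10 rpm was -0.892 (95% interval -0.974 to -0.806).

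In WT, 92 of 119 primers differed between 10 and 1 cycles. Of 100 regroupings of the 10 libraries only 1, the real one, gave as many, while the highest other gave 0. Chance scatter between single libraries is therefore excluded. A chance difference between the pooled reactions is not, since samples are pooled before second-strand synthesis and regrouping cannot separate reaction from cycle number. Differences in the expression of genes between the samples are excluded as the full account, since the SD of the changes within genes was 0.983 of that of all primers (95% interval 0.885 to 1.08) and 15 of 30 genes moved both ways. Other properties may contribute and stay open. The change correlated with primer GC content at -0.493 (-0.613 to -0.346, permutation p = 1e-05, the smallest possible) and with rpm in the barcode experiment at -0.336 (-0.484 to -0.173, permutation p = 0.0003) over 112 primers. The partial correlations were -0.416 for GC content and -0.178 for rpm.

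The Δ*rho* effect differed between 10 and 1 cycles by 1.76 for rho_1, 4.37 for rho_3 and 3.37 for rho_5 on the log2 scale. Switching of barcodes between libraries of the pool may contribute and stays open: it would also shrink the rises of rho_8, sigB_2 and sigB_7, by a mean of -0.53 at the observed residual, and their mean shift was -0.42 (standard error 0.20). The shift was -0.65 with TMM scaling and -0.56 with DESeq2. A background of reads shared by all primers is excluded as the source of the rho_3 and rho_5 signal, since 14.0% of the other primers (17 of 121) lay below both beyond counting error, over the limit of 5%. For rho_1, the lowest residual, it stays open, since 4.13% (5 of 121) lay below 0.5 of its level. No biological explanation was tested.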

How the results depend on the processing

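Of 146 alternative values of the leading results, 106 kept their side of the threshold or stayed within the spread, with counts of primers judged by their total alone. The splits of these counts did turn with the scaling. Δ*rho* with 1 cycle went from 8 higher and 24 lower to 20 and 12 with TMM scaling, with 20 of 32 calls shared, and with 10 cycles from 7 and 5 to 4 and 7. WT with 10 over 1 cycles went from 56 and 36 to 48 and 51 with DESeq2. Of 883 values of named primers, 848 kept their direction and their call, 25 lost and 10 gained their call, and none reversed. Where a value moved, the cause was not tested, unless fewer primers or libraries were used. With primers above 100 reads, the lowest r between barcodes was 0.967, the median SD 0.38 and the correlation of SD and rpm -0.677. With pool 1 alone, r was 0.892 and the correlation -0.923, and with pool 2 alone r was 0.964, the SD 0.37 and the correlation -0.858. The 2 correlations by pool were chosen after seeing the data. Taken per primer over pairs, the SD was 0.38. The pool ratio was 6.41 from means and 3.47 from medians per primer. With all *rho* reads of the pool as denominator, the median crosstalk of the 3 *rho* coding primers was 0.265% with 1 cycle and 3.15% with 10. For *lacZ* without IPTG (both libraries) and with 10, 20 and 30 µM, the relative values were 0.00895, 0.00978, 0.0419, 0.118 and 0.215 from the sum of primers and 0.00892, 0.00575, 0.0374, 0.120 and 0.211 from the geometric mean. They were 0.00560, 0.00447, 0.0288, 0.0824 and 0.180 with the other primers as denominator, and 0.00947, 0.00760, 0.0369, 0.117 and 0.214 as medians of single ratios. Without the primer with the fewest reads, the spread of primers was 19.95-fold in the second library without IPTG, 2.85-fold with 10 µM and 1.33-fold with 20 µM. The interaction of genotype and cycles had 5 primers with DESeq2 and 5 with TMM scaling, Δ*rho* with 10 cycles had 19 with DESeq2, and Δ*rho* with 1 cycle had 17 when only the 2 groups compared were fitted, which leaves fewer libraries. Leaving out 1 WT replicate at a time gave a median residual of the 3 *rho* coding primers of 1.80 to 1.96% with 1 cycle and 18.8 to 20.3% with 10. Their median crosstalk was 0.360 to 0.393% and 3.75 to 4.05%. With 1 cycle, the residual of rho_3 was 1.05 to 1.08% and that of rho_1 was 4.70 to 5.00%. The single Δ*rho* library was not left out, so these ranges do not cover its error. Leaving out 1 library without IPTG gave *lacZ* without IPTG at 0.00631 to 0.00790. Leave-one-out fits gave 92 to 95 primers between cycle numbers, 28 to 36 and 8 to 14 in Δ*rho*, 3 to 4 in the interaction, and trends of 1 (Spearman) and 0.995 to 0.996 (Pearson). The replicate block gave 94 primers between cycle numbers. Of 5 pairs of libraries with the same number, 1 had a correlation above 0.1 (-0.159 to 0.265), and 1 library was closest to its own number. No pairing was seen, but samples that differ little would show none, so pairing is not excluded. An adjusted p was missing for 2 values of named primers, which were left out.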

Differences from the paper's values

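The legend of Fig. S1A gives 3% as the paper's approximate share of reads whose first 20 nt map to a primer site. In the authors' table of mapped reads this share was 6.07 ± 0.222% (SD, n = 11) in the libraries with barcodes 2 to 12. It was 4.77 to 11.5% over all 18 libraries of their run, and 1.93 to 2.95% in the 12 libraries of another run. No alternative had been set for this value. The share of reads at a primer site in that table was 70.2 to 92.9% in the 18 libraries and 89.6 to 95.8% in the 12. The paper states that *rho* 5′ UTR fragments increased in Δ*rho*. Of the 2 UTR primers marked in Fig. 4C, rho_8 rose 7.47-fold with 1 cycle, and rho_9 was at 67.2% of WT with 1 cycle and 46.3% with 10, without passing the test. The rho_9 primer is absent from the paper's list of primer sequences. The legend of Fig. 4B names polA, spo0E, lysC and glnR as primers that differ between barcodes 4 and 5, and alsT_7 (ratio 0.318) and purB_1 (2.15) also differed by more than 2-fold. The paper counts 82 genes targeted by both pools, and 80 different genes were found among the primer names, with *abrB* and *infC* in both pools.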

Other observations

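The test of 10 against 1 cycles in WT, as a description of primers, was planned, and the genes named beside it beyond the 10 with the largest change were chosen after their values were seen. With 10 cycles, 5 of 7 primers of *gapA* and *cggR* were higher in WT and 6 of 9 of *tyrS* were lower. The log2 change of 10 over 1 cycles was 1.72 for gapA_6, 1.82 for gapA_2 and 1.94 for cggR_6, whereas cggR_9 changed by -1.43. Of the *gapA* and *cggR* primers 1 was lower (2 with TMM scaling and DESeq2), and the list's adjusted p from camera was 0.250, or 0.349 with an estimated correlation. No *tyrS* primer was called higher (7 were lower with TMM scaling and 8 with DESeq2), with an adjusted p from camera of 0.0350, or 0.156 with an estimated correlation. The largest *tyrS* change was that of tyrS_5, -2.27 (standard error 0.081, adjusted p = 6.79e-13 from edgeR), from 13509 to 2810 rpm.

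Among single primers, abrB_4 rose by 3.02 on the log2 scale (standard error 0.36, adjusted p = 1.00e-06 from edgeR), dnaA_9 by 2.98 (0.18, 2.39e-10) and tsf_7 by 2.66 (0.11, 1.92e-12). The infB_2 primer changed by -2.58 (0.053, 3.29e-16), from 23817 to 3994 rpm, while infB_8 rose by 2.05. In all, 56 primers were higher and 36 lower, with a median change of 0.21, and 52 and 50 with TMM scaling, where the median was 0.012, and 48 and 51 with DESeq2. Of the other lists, ribosomal proteins had 7 higher and 1 lower of 9, translation factors 8 and 11 of 20, stress regulators 6 and 2 of 12, nitrogen, lysine and methionine genes 8 and 6 of 18 and purine metabolism 2 and 1 of 8. Replication genes had 12 higher and 5 lower of 22, the *nusA-infB* operon 8 and 7 of 17, the *infC-rpmI-rplT* operon 6 and 2 of 9 and *rho* 3 and 1 of 5. With TMM scaling, purine metabolism had 2 higher and 5 lower, and nitrogen, lysine and methionine genes 6 and 8.

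Pairs of WT libraries differed by more than counting error, with a chi-square per degree of freedom of 24.0 to 42.5 with 1 cycle and 8.10 to 24.4 with 10, so none is a copy of another.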
